# Monovalent and unpoised status of most genes in undifferentiated cell-enriched *Drosophila *testis

**DOI:** 10.1186/gb-2010-11-4-r42

**Published:** 2010-04-15

**Authors:** Qiang Gan, Dustin E Schones, Suk Ho Eun, Gang Wei, Kairong Cui, Keji Zhao, Xin Chen

## Abstract

**Background:**

Increasing evidence demonstrates that stem cells maintain their identities by a unique transcription network and chromatin structure. Opposing epigenetic modifications H3K27me3 and H3K4me3 have been proposed to label differentiation-associated genes in stem cells, progenitor and precursor cells. In addition, many differentiation-associated genes are maintained at a poised status by recruitment of the initiative RNA Polymerase II (Pol II) at their promoter regions, in preparation for lineage-specific expression upon differentiation. Previous studies have been performed using cultured mammalian embryonic stem cells. To a lesser extent, chromatin structure has been delineated in other model organisms, such as *Drosophila*, to open new avenues for genetic analyses.

**Results:**

Here we use testes isolated from a *Drosophila bag of marbles *mutant strain, from which germ cells are in their undifferentiated status. We use these testes to study the endogenous chromatin structure of undifferentiated cells using ChIP-seq. We integrate the ChIP-seq with RNA-seq data, which measures the digital transcriptome. Our genome-wide analyses indicate that most differentiation-associated genes in undifferentiated cells lack an active chromatin mark and initiative Pol II; instead, they are associated with either the repressive H3K27me3 mark or no detectable mark.

**Conclusions:**

Our results reveal that most of the differentiation-associated genes in undifferentiated-cell-enriched *Drosophila *testes are associated with monovalent but not bivalent modifications, a chromatin signature that is distinct from the data reported in mammalian stem or precursor cells, which may reflect cell type specificity, species specificity, or both.

## Abstract 2

In undifferentiated Drosophila cells, differentiation-associated genes have monovalent, not bivalent histone modifications, in contrast to differentiation-associated genes in stem cells.

## Background

Extensive studies indicate that embryonic stem cells (ESCs), lineage-committed adult stem cells and early progenitor cells maintain their identities by a unique transcriptional network and chromatin structure (reviewed by [1,2]). In particular, the bivalent domains harboring both the active H3K4me3 and repressive H3K27me3 marks label developmental regulators [3]. The H3K4me3 and H3K27me3 marks are placed by the Trithorax group (TrxG) complex [4-6] and the Polycomb group (PcG) complex [7,8], respectively. Increasing evidence indicates that the PcG and the TrxG complexes play critical roles in the choice between the proliferating progenitor cell state and terminal differentiation program [4,9]. It has been reported that bivalent genes in ESCs or early progenitor cells are bound by PcG proteins and are maintained at a 'poised' status by recruitment of RNA Polymerase II (Pol II), in preparation for lineage-specific expression upon differentiation [10-12]. In various stem cell lineages, reversal of repression by the PcG silencing machinery may act as the first step toward robust activation of terminal differentiation genes [13,14].

The *Drosophila *male germline stem cell (GSC) lineage is a naturally existing adult stem cell system and has emerged as an excellent system for studying the molecular mechanisms that control stem cell maintenance versus differentiation [15]. Each GSC divides asymmetrically to self-renew and give rise to a gonialblast, the daughter cell that first undergoes a transit-amplifying spermatogonial stage before converting to differentiating spermatocytes [16]. The maintenance of GSCs and spermatogonia in an undifferentiated and proliferative state, as well as the subsequent reversal of these controls to allow terminal differentiation, are both critical to continuous production of gametes throughout lifetime. Despite extensive genetic studies on maintenance of GSCs, it is unclear how epigenetic mechanisms may establish and maintain a unique chromatin structure for their undifferentiated status; and how mis-regulation of such a structure may lead to mis-determination of their fate [14].

Previous studies in this system have shown that PcG transcriptional silencing proteins repress the genes required for terminal differentiation in undifferentiated germ cells. Developmental programs reverse Polycomb silencing and activate the expression of differentiation genes in spermatocytes [17]. This work uncovered an intriguing parallel between *Drosophila *GSC and ESC lineages, because PcG proteins play an extensive role in keeping developmental regulators at a silent status in murine and human ESCs [10,11]. To investigate whether other features in mammalian ESCs apply to *Drosophila*, we studied the chromatin structure in the undifferentiated-cell-enriched *Drosophila *testis. Our results revealed two distinct features in this tissue: a monovalent chromatin signature and lack of paused RNA Pol II at the differentiation genes. Both features are different from what have been reported for ESCs and other mammalian adult stem cells, suggesting a potential novel mechanism of regulating the germ cell differentiation program in *Drosophila *testis.

## Results and discussion

### Summary of the ChIP-seq results in undifferentiated-cell-enriched *Drosophila *testis

Since it is unfeasible to obtain a sufficient number of naturally existing GSCs for epigenomic mapping using current chromatin immunoprecipitation (ChIP) techniques, we took advantage of the *bag of marbles *(*bam*) mutant strain. Mutations in the *bam *gene inhibit the transition from spermatogonial progenitor stage to differentiating spermatocytes, which results in an accumulation of undifferentiated cells, including GSCs, transit-amplifying spermatogonial cells, as well as somatic cells [18,19]. Although the *bam *testes are not a pure source of GSCs, they are enriched with undifferentiated germ cells and have been used for transcription profiling by microarray [20] or RNA-seq [21] to search for undifferentiated-cell-enriched genes. These analyses further confirmed the undifferentiated status of cells in *bam *testes, in which the expression of meiotic and terminal differentiation genes was extremely low or undetectable.

To investigate the epigenetic mechanisms that regulate the male germline cellular differentiation program, we used *bam *testes for chromatin landscape mapping using ChIP followed by high-throughput sequencing (ChIP-seq). The ChIP-seq technique has been demonstrated to be a highly sensitive method to detect binding sites of chromatin-associated proteins at a genome-wide coverage (reviewed by [22,23]). More importantly, this technique is compatible with small amounts of starting material, such as the hand-dissected fly testes in our experiments. To compare our data with the previous results using mammalian cells, we used the same set of antibodies, including antibodies against RNA Pol II, H3K4me3, H3K36me3, H3K27me3 and unmodified histone H3, to perform ChIP-seq experiments using *bam *testes (Materials and methods; Additional file 1). 

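ChIP-seq reads for H3K4me3, H3K27me3, H3K36me3 and Pol II were analysed, with 1 library per antibody from approximately 200 pairs of *bam* testes each. The H3 library was not analysed here. The authors aligned the reads to dm3 with ELAND, allowing up to 2 mismatches, and retained uniquely mapped reads. Their files give the position, strand and mismatches of each read, without normalization or any merging of copies. At most 3 copies of a read at the same position and strand were therefore kept, as the paper's methods describe. This left 1406425 reads for H3K4me3, 3729366 for H3K27me3, 1706462 for H3K36me3 and 1342183 for Pol II, and these totals were used for every value. The paper's totals are 1406271, 3723154, 1704579 and 1342075, respectively. Reads were 25 bp long, except in the H3K27me3 library, where 54.9% of the reads were 25 bp and 45.1% were 29 bp. Each read was shifted by 80 bp toward the centre of a 160-bp fragment. Counting was restricted to the arms 2L, 2R, 3L, 3R, 4 and X, which held between 93.5% and 95.3% of the reads of each library. No gene annotation was used, so values are given per 500-bp window tiled along the arms or per enriched island and not per gene. Densities are reads per kb per 1000000 reads of the library (RPM per kb). A window was called enriched at 14 or more RPM per kb, the lowest count with a Poisson p under 0.05 in a 1-kb window with 1000000 reads on a mappable genome of 120 Mb. There were no replicates, so no test between samples was made. Shares are given with 95% Wilson confidence intervals and densities with exact Poisson intervals. These cover counting error only, because reads without molecular identifiers are not independent molecules.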

The anti-Pol II antibody (4H8) used in our assays recognizes both the initiating and elongating forms of Pol II according to published work [12,24]. 

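Random samples of the reads of each *bam* testis library were drawn, and enriched islands were called in each sample with an E-value of 100. With 50% of the reads, 64.6% of the length of the H3K4me3 islands found with all reads was recovered (63.3 to 65.9, treating each island as 1 observation). The share was 63.4% for H3K27me3 (62.5 to 64.3), 73.6% for H3K36me3 (72.6 to 74.6) and 48.6% for Pol II (47.5 to 49.7). With 75% of the reads, which moved these shares more than an E-value of 1 did, the recovered length was 76.1%, 82.2%, 84.5% and 63.8%, respectively. From 1 random sample of 90% of the reads to all reads, the number of islands changed from 5035 to 4991 for H3K4me3, from 9025 to 10329 for H3K27me3, from 7555 to 7207 for H3K36me3 and from 7407 to 7623 for Pol II. The length they covered rose from 5.84 to 6.37 Mb, from 18.0 to 18.4 Mb, from 15.2 to 16.4 Mb and from 7.24 to 8.37 Mb, respectively. The lowest read count with which a window entered an island is a whole number, so it moved in steps with depth. The length covered by Pol II islands thus fell from 6.87 Mb with 70% of the reads to 6.10 Mb with 80%. Recovered shares and changes in length therefore reflect these steps as well as depth.

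**Figure D1:**
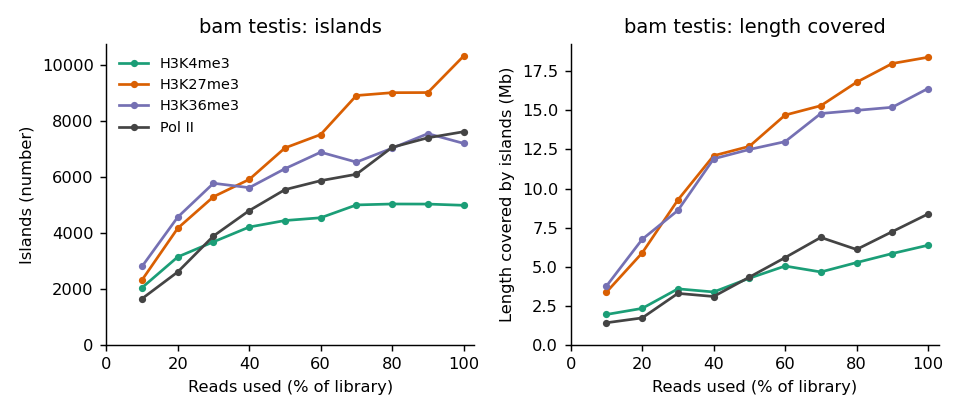
Number of enriched islands (left) and length they cover in Mb (right) against the share of the reads used, for the 4 *bam* testis libraries. Each point is 1 random sample of the reads at an E-value of 100, and the last point of each line uses all reads.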

Sequencing depth analysis indicated that we have reached or almost reached the plateau of peak detection for each of these histone modifications as well as Pol II (Materials and methods; Additional file 2a-d).

To validate our ChIP-seq data, we compared the relationship between gene expression level and enrichment of RNA Pol II as well as distinct histone modifications. The *Drosophila *genome is highly compact, including many overlapping genes and genes with transcriptional start sites (TSSs) within a short distance of one another, complicating interpretations of ChIP-seq results. To avoid this, we classified 9,459 annotated genes that are applicable for ChIP-seq analysis into four groups (Materials and methods) according to their expression levels determined by RNA-seq in RPKM values [21,25,26] (Figure 1a; RPKM is sequencing reads per kilobase of exon per million mapped reads [26]). Our data demonstrated that both RNA Pol II and H3K4me3 were highly elevated near the TSSs of annotated genes. They also positively correlated with gene expression level (Figure 1b, c). And H3K36me3 was enriched downstream of the TSSs and also positively correlated with expression level (Figure 1d). In contrast, H3K27me3 was negatively correlated with gene expression, as expected for a repressive mark (Figure 1e). These results are consistent with observations in human T cells [27] and mammalian ESCs [28].

**Figure 1:**
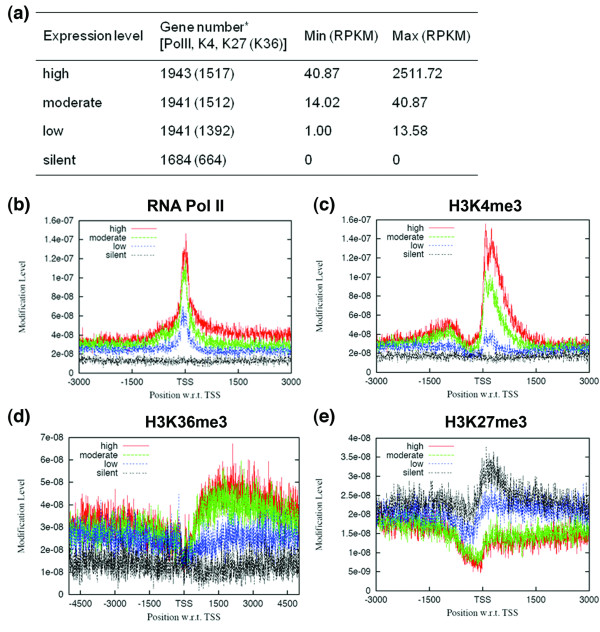
**Summary of the ChIP-seq results using *bam *testis**. **(a) **The four groups of genes were classified according to their RPKM value based on the RNA-seq results [21]. The numbers in brackets denote genes used for H3K36me3 (K36) analysis. *See Materials and methods for gene selection criteria. Antibodies used for ChIP-seq were: **(b) **anti-RNA Pol II (Pol II); **(c) **anti-H3K4me3 (K4); **(d) **anti-H3K36me3 (K36); and **(e) **anti-H3K27me3 (K27). Enrichment of each histone modification and RNA Pol II is plotted over a -3-kb to +3-kb region with respect (w.r.t.) to genes' TSSs, except for K36, for which a -5-kb to +5-kb region is used.

### Monovalent chromatin signature is prevalent in undifferentiated-cell-enriched *bam *testis

The coexistence of active H3K4me3 and repressive H3K27me3 marks is detected in a large number of developmental regulator genes in mammalian ESCs [3,29,30] and adult stem/progenitor cells [31,32]. These 'bivalent' modifications are proposed to poise genes for rapid induction during cellular differentiation to become different cell lineages. However, the mechanisms that contribute to the bivalency of genes may be diverse under different circumstances, and still remain unsolved at the structural level [33].

To test whether bivalency also applies to the undifferentiated cells of *Drosophila *testis, we first examined several critical genes that regulate cellular differentiation in the GSC lineage. The *Enhancer of Zeste *(*E(z)*) gene encodes a PcG complex component that is highly expressed in undifferentiated cells, but abruptly down-regulated upon differentiation initiation in spermatocytes. The co-existence of H3K27me3 and H3K4me3 was not observed at the *E(z) *gene locus near the TSS. Instead, we found only the active H3K4me3 mark at the *E(z) *gene locus, enriched near the TSS (Materials and methods; Figure 2a, b). The *spermatocyte arrest *(*sa*) gene, which encodes a testis-specific homolog of TBP associated factor (tTAF), is turned on in spermatocytes. The *tTAF *gene acts to antagonize PcG repression and regulate a cell-type-specific transcription program for terminal differentiation [17,34] (Figure 2b). In contrast to the *E(z) *gene, we found that the chromatin of the *sa *gene locus was only associated with the repressive H3K27me3 mark near its TSS in *bam *testis (Figure 2c). More examples of the histone modification patterns of differentially expressed genes are shown in Additional file 3. These data suggest that developmental regulator genes in the germline lineage may be associated with a 'monovalent' modification (either H3K4me3 or H3K27me3 mark) in undifferentiated cells of *bam *testis.

**Figure 2:**
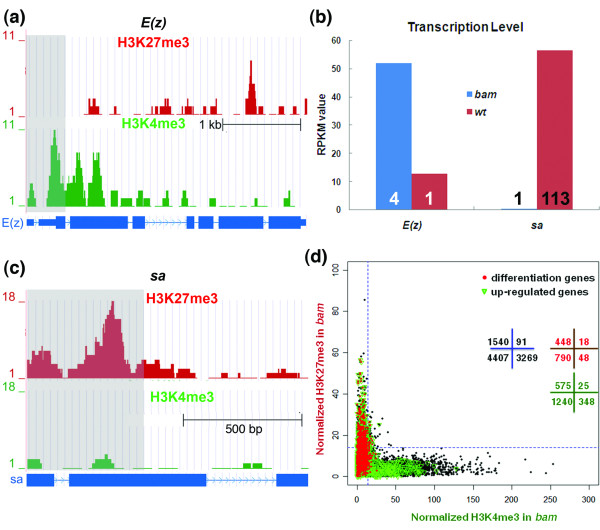
**Monovalent chromatin signature is prevalent in undifferentiated cells of *bam *testis**. **(a) **UCSC genome browser screenshot showing the H3K4me3 monovalency at the *E(z) *gene locus in undifferentiated cells. The read counts are labeled on the y-axis and the genomic region used to calculate the enrichment of modified histones (0 to +500 bp with respect to the TSS) is shaded in grey. **(b) **Transcription level of two representative monovalent genes, *E(z) *and *sa*, in *bam *and *wild-type *(*wt*) testis, respectively. According to the RNA-seq data, the RPKM for *E(z) *mRNA is four-fold higher in *bam *testis, and that for *sa *mRNA is 113-fold higher in wild-typetestis. **(c) **UCSC genome browser snapshot showing the H3K27me3 monovalency at the *sa *gene locus in undifferentiated cells. The read counts are labeled on the y-axis and the genomic region used to calculate the enrichment of modified histones (0 to +500 bp with respect to the TSS) is shaded in grey. **(d) **Scatter plot for H3K4me3 and H3K27me3 enrichment of all annotated genes. A common window (0 to +500 bp with respect to the TSS) was used to calculate H3K4me3 and H3K27me3 reads. The blue dashed lines indicate the statistical cutoff line - *P *< 0.05 in a 1-kb window per 1 million total reads. Gene numbers in each quadrant are labeled in black. Differentiation genes are defined as those with RPKM in *bam *testis < 0.5 and RPKM in wild-type testis ≥ 1 and are labeled as red dots. Among the 1,894 differentiation genes, 1,304 genes are applicable for ChIP-seq analysis (Materials and methods). Up-regulated genes are defined as those with RPKM in wild-typetestis/*bam *testis ≥ 2 (if the RPKM in *bam *testis < 0.5, the value is raised to 0.5) and are labeled as green inverted triangles. Among the 3,377 up-regulated genes, 2,188 genes are applicable for ChIP-seq analysis (Materials and methods).

To test the prevalence of monovalency at a genome-wide scale, we analyzed all 9,459 annotated genes that are applicable for ChIP-seq analysis (Materials and methods). 

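In *bam* testis, 25541 of the 240738 windows of 500 bp were past the threshold for H3K4me3 (10.6%, 10.5 to 10.7) and 30075 for H3K27me3 (12.5%, 12.4 to 12.6). At the depth of these libraries the threshold corresponded to 10 H3K4me3 reads and 27 H3K27me3 reads in a window. The median window held 4 H3K4me3 reads and 13 H3K27me3 reads. Reads distributed at random over the mappable genome would bring 7.46% of windows past the H3K4me3 threshold and 0.520% past the H3K27me3 threshold. H3K36me3 was past the threshold in 39355 windows (16.3%) and Pol II in 31815 (13.2%).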

We identified 3,360 genes that were enriched with a significant level of active H3K4me3 and 1,631 genes enriched significantly with repressive H3K27me3 (*P *< 0.05; Materials and methods). Surprisingly, only 91 genes were associated with both H3K4me3 and H3K27me3 marks (Figure 2d).

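Both marks were past the threshold in 1474 windows of *bam* testis, in 1372 runs of adjacent windows. They made up 5.77% of the windows enriched in H3K4me3 (5.49 to 6.06) and 4.90% of those enriched in H3K27me3 (4.66 to 5.15). If the marks were independent across windows, 3191 windows would carry both, so the observed number was 0.462 times that value. Windows with H3K4me3 alone numbered 24067 and windows with H3K27me3 alone 28601. Of all alternatives, a threshold at a Poisson p under 0.001 at each library's own depth moved this number most, to 87 windows. The windows enriched in H3K27me3 held a mean of 4.70 H3K4me3 reads, and reads spread evenly among them would bring 668 past the H3K4me3 threshold. Among the runs of windows, the smaller of both densities was largest at 2R 995001 to 997500, with 59.4 RPM per kb of H3K4me3 and 77.2 of H3K27me3. At X 8188001 to 8190000 these densities were 86.7 and 53.4, and H3K36me3 and Pol II were raised there too, at 56.3 and 69.7. In all 4 libraries this region held at least 11.3 times the density of the 5 kb on either side, and the region 2R 995001 to 997500 was raised in all 4 libraries as well. The next regions were X 11501 to 12500, 2R 993001 to 994500 and 3L 22781001 to 22781500, with smaller densities of 42.4, 35.6 and 34.3. All 4 libraries were raised at X 11501 to 12500 and 2R 993001 to 994500 too, so extra copies of the sequence in these flies were not ruled out for these first 4 regions. From the share of genes with both marks that were expressed, the paper proposes that bivalency in *bam* testis may result from regulation that differs in time or between cells.

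**Figure D2:**
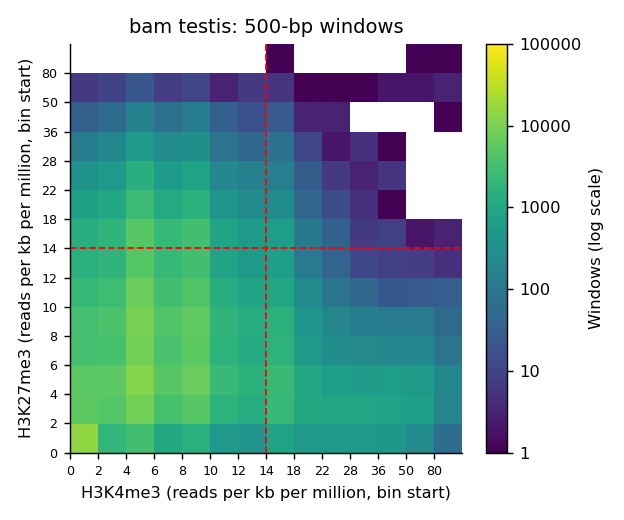
Number of 500-bp windows (colour, log scale) by H3K4me3 density (x axis) and H3K27me3 density (y axis) in *bam* testis, both in RPM per kb, in bins labelled by their start. Dashed lines mark the threshold of 14, and the upper right quadrant holds the 1474 windows with both marks.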

Although we could validate several bivalent genes using independent ChIP followed by real-time PCR analysis (Additional file 4), we found that, different from the silent status of bivalent genes in ESCs [3], 56% of the bivalent genes in *bam *testis were actively expressed (Additional file 5; the RPKM cutoff for expressed genes is based on Additional file 6), indicating that the bivalency may be a result of temporally and/or spatially regulated gene expression, as has been reported in *Xenopus *embryos [35,36]. One particular example is the *benign gonial cell neoplasm *(*bgcn*) gene (Additional file 4b), whose product acts with the Bam protein in the transition of germ cells from the proliferative to the differentiating stage [18]. We reasoned that the bivalency at the *bgcn *gene may have resulted from mixed cell types in *bam *testes. The active status of *bgcn *in spermatogonial cells is likely associated with the enriched active H3K4me3 mark, whereas its repressive status in GSCs and somatic cells may contribute to the detection of the repressive H3K27me3 mark. 

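The windows with both marks in *bam* testis were compared with the same windows in cultured *Drosophila* S2 cells, using the same threshold in RPM per kb. In S2 cells, 10 of them carried both marks (0.678%, 0.369 to 1.24), against 0.839 expected if the windows with both marks in S2 cells fell independently of those in *bam* testis. H3K27me3 reads per window were correlated between the samples (Spearman's rho 0.674). The expected number is therefore too low a baseline for shared double marking. Some of the 10 windows, such as X 12001 to 12500, lie in regions where extra copies of the sequence were not ruled out. H3K27me3 alone was past the threshold in 948 (64.3%, 61.8 to 66.7), H3K4me3 alone in 41 (2.78%, 2.06 to 3.75) and neither mark in 475 (32.2%, 29.9 to 34.7). The comparison covers all 500-bp windows of the arms and not the promoter windows of genes. BG3 and D23 cells were not analysed here.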

Consistent with this, we found that none of the 91 putative bivalent genes we identified in *bam *testis retained their bivalency in the cultured *Drosophila *cells, including S2, BG3 and D23 cell lines [37] (Additional files 5 and 7; Materials and methods). Although the culture cells were not synchronized, they were more pure than tissues with mixed types and staged cells. In addition, we performed Gene Ontology analysis to search for significantly enriched gene categories in both molecular function and biological process terms (Materials and methods). Surprisingly the only category that is significantly enriched (*P *< 0.01) for these 91 putative bivalent genes is the 'multicellular organismal process' category, further suggesting that the apparent bivalency may come from different cells and is not specifically involved in cellular differentiation during spermatogenesis.

To test the prevalence of monovalency for all differentiation genes in testis, we compared the expression profile of fully differentiated wild-type testis with undifferentiated *bam *testis using the RNA-seq data [21]. We found 1,894 genes that were silent in the undifferentiated-cell-enriched *bam *testis (RPKM < 0.5) but were turned on in the differentiated cells from wild-type testis (RPKM ≥ 1). We defined these genes as differentiation genes (the RPKM cutoffs are based on Additional file 6). Among these 1,894 differentiation genes, 1,304 are applicable for ChIP-seq analysis (Materials and methods). Examination of the histone modifications on these 1,304 genes revealed that only 18 genes were associated with both active H3K4me3 and repressive H3K27me3 in *bam *testis (Figure 2d; Additional file 5), whereas 448 were associated with only H3K27me3, 48 were associated with only H4K4me3 and 790 were not associated with either of these modifications. We also checked all genes that are up-regulated at least two-fold in wild-type testis, regardless of their expression level in *bam *testis (RPKM in wild-type testis/*bam *testis ≥ 2). We found 3,377 genes that fall into this category, including all differentiation genes. Among these 3,377 up-regulated genes, 2,188 are applicable for ChIP-seq analysis. We analyzed the H3K27me3 and H3K4me3 enrichment of these genes and found only 25 genes enriched with both histone marks (Figure 2d). These results indicate that most differentiation genes in undifferentiated-cell-enriched testis are marked by either a monovalent chromatin signature or no modification (H3K4me3 or H3K27me3), which is very different from the modification patterns in mammalian ESCs [3] or progenitor cells [32]. Consistent with our findings, previous studies demonstrated the paucity of bivalent domains in fly embryos, which contain progenitor cells mainly for somatic tissues [38]. In summary, our results reveal that monovalent modification is a prevalent chromatin signature of differentiation genes in undifferentiated-cell-enriched *Drosophila *testis.

### Most genes are unpoised in the undifferentiated-cell-enriched *bam *testis

For the purpose of discussion here, we use 'poised' to describe the prepared status of a gene for transcription [3,24,39-42], which is associated with the promoter proximal binding of RNA Pol II at a 'paused' status [43-49] and/or with active histone modification marks [12,32]. Previous studies in mammalian ESCs [12] and *Drosophila *embryos [39] have suggested that many differentiation genes are unexpressed yet have paused RNA Pol II associated with their promoters, in order to stay at a poised state ready for robust transcription upon developmental stimuli. For example, more than 13% of the ectodermal differentiation genes were repressed but have paused RNA Pol II in the *Toll*^*10b *^mutant *Drosophila *embryos, in which all cells are transformed to the mesodermal fate [39]. Here we examined whether paused Pol II is also prevalent in the undifferentiated-cell-enriched male gonads. Surprisingly, we found only 63 (4.8%) of the 1,304 differentiation genes were bound by Pol II (*P *< 0.05) in undifferentiated-cell-enriched *bam *testis (Figure 3a). These data indicate that most genes that are silent in undifferentiated cells (RPKM in *bam *testis <0.5) but turned on upon differentiation (RPKM in wild-type testis ≥ 1) remained at an unpoised status in undifferentiated cells.

**Figure 3:**
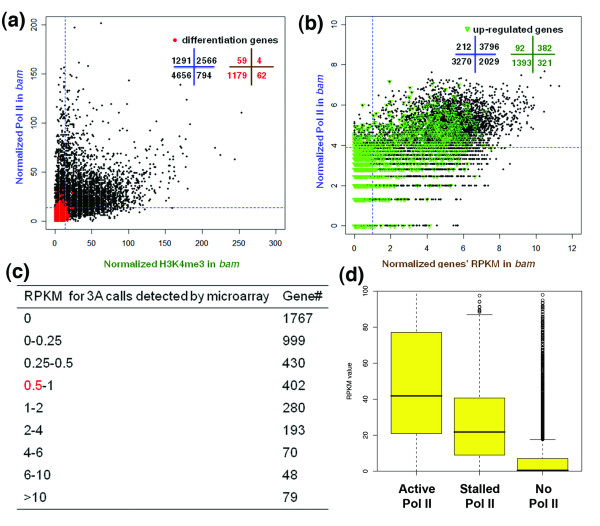
**Most genes are unpoised in undifferentiated cells of *bam *testis**. **(a) **Scatter plot for H3K4me3 and RNA Pol II enrichment of all annotated genes. All labels and the definition of up-regulated genes are the same as in Figure 2d, except that a -250 to +250-bp window with respect to the TSS was used to calculate reads for RNA Pol II. **(b) **Scatter plot for RNA Pol II enrichment and RPKM values for all annotated genes. All labels are the same as in Figure 2d, except that RPKM ≥ 1 is used as a cutoff for expressed genes. **(c) **RPKM values for genes that have three absent calls (3A) in the microarray. **(d) **Analysis of the RPKM values of transcripts demonstrates that genes with stalled Pol II are weakly transcribed genes. Genes that show an active Pol II profile are expressed at significantly higher levels. Genes with no Pol II profile are expressed at significantly lower levels. The box represents the 25th and 75th percentiles, with the 50th percentile as a black bar. The whiskers refer to outliers that are at least 1.5× the interquartile range from the box. The y-axis represents the RPKM value.

On the other hand, analyses of the expression levels of all genes with significant Pol II binding (*P *< 0.05) demonstrated that approximately 95% of genes (3,796 genes) that are enriched with Pol II (4,008 genes) were actively expressed (RPKM in *bam *testis ≥ 1; Figure 3b). Only 5% of Pol II-enriched genes (212 genes) were expressed at very low to undetectable levels (RPKM <1), which may be candidate poised genes in this cell lineage but only comprised 2% of all genes analyzed (9,459 genes). Interestingly, we found that a subset of these potentially poised genes (43%; 92 genes in Additional file 4b) are up-regulated upon differentiation (RPKM in wild-type testis/*bam *testis ≥ 2), with the significantly (*P *< 0.01) enriched ontology category 'transcription regulator activity'. In contrast, 75 genes (35%) remain silent throughout spermatogenesis (RPKM <0.5 in both wild-type and *bam *testis). Consistent with their low or undetectable expression (RPKM <1) in *bam *testis, we found that only 28 out of the 212 (13.2%) potentially poised genes are enriched with H3K36me3, a transcription elongation epigenetic mark [27]. Furthermore, we compared these 92 putative poised genes with the 91 potential bivalent genes in *bam *testis. Surprisingly, only two genes (*CG8517 *and *CG13611*) overlapped. These data demonstrate that different from what has been reported in mammalian ESC lineages [10-12], most differentiation genes stay at an unpoised status before exposure to the developmental signals in the undifferentiated-cell-enriched *Drosophila bam *testis.

In addition to RNA Pol II, H3K4me3 is another well-established mark for active chromatin status, and is associated with many unexpressed but poised genes in ESCs [12]. In our analysis, we found 95.4% of all H3K4me3-enriched genes (3,360 genes) are actively expressed (3,204 genes in Additional file 8). This result further confirmed that most genes in undifferentiated-cell-enriched *Drosophila *testis are either actively expressed or silent, without an intermediate poised status.

### Direct comparison of RNA-seq and microarray data reveals genes with low expression levels may contribute to the paused Pol II phenomenon

One explanation for the difference in our results from previous publications is that previous analysis of gene expression mainly relied on microarray studies, which may not be sensitive enough to distinguish genes with low expression levels from genes that are absolutely silent [50]. Indeed, when we compared the gene expression profiles in *bam *testis determined by microarray versus RNA-seq techniques, we found that 670 genes considered as silent based on microarray analysis (three 'absent' calls in all three biological replicates) were actually expressed according to their RPKM values in the RNA-seq data set (RPKM ≥ 1; Figure 3c). Approximately 24.8% of these genes (107 of the 432 genes that are applicable for ChIP-seq analysis among all 670 genes) had significant enrichment of Pol II (*P *< 0.05) at their promoter regions. Therefore, our results suggest that some of the 'poised' genes may actually be expressed but below the detection threshold in microarray analysis.

Since the Pol II antibody we used in our ChIP-seq experiment recognizes both the initiating and elongating (Ser5 phosphorylated) forms [12,24], we used the Pol II ChIP-seq data to calculate the stalling index for each gene ([39] and Materials and methods). Using this assay, we identified 695 genes that have paused Pol II at their promoter regions in *bam *testis (Additional file 9a; Materials and methods). Ontology analysis revealed significant functional categories (*P *< 0.01) for these genes (Additional file 9b). However, approximately 93.0% (647 out of 695) of these genes were expressed (RPKM ≥ 1), albeit at relatively low levels (Figure 3d).

### Do different techniques contribute to the different features of the chromatin landscape?

There are two major differences between our work and published studies in *Drosophila *or mammalian cells: first, we used direct sequencing-based techniques (ChIP-seq and RNA-seq) instead of hybridization-based techniques (ChIP-chip and microarray); and second, we used a tissue that is enriched with undifferentiated germ cells instead of embryos [39], embryo-derived cell lines [51], or mammalian cells [12], which mainly comprise cells with somatic fate. In order to make a more direct comparison to address whether the difference is due to distinct techniques or different cell types, we performed ChIP-seq and RNA-seq analyses using the same cell type - *Drosophila *S2 cells - that was used in a previous study [51].

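ChIP-seq reads of S2 cells were analysed for the same 4 targets, with 1 library per antibody and no replicates. The reads were again taken from the authors' files as uniquely mapped positions without normalization. These files hold no reads on the unplaced sequence U or the mitochondrial sequence M of dm3, on which each *bam* testis library has reads. After at most 3 copies of each read were kept, 1250028 reads remained for H3K4me3, 2779641 for H3K27me3, 3013863 for H3K36me3 and 1924876 for Pol II, and these totals were used throughout. The paper's totals are 1248182, 2776207, 3006263 and 1923396, respectively. Read length was 23 bp for H3K4me3, 24 bp for H3K36me3 and 25 bp for H3K27me3 and Pol II. Between 96.1% and 98.9% of the reads of each library lay on the 6 arms. Windows, islands, the threshold and the intervals were defined as for *bam* testis.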

We analyzed the chromatin status in *Drosophila *S2 cells using antibodies against RNA Pol II, H3K4me3, H3K36me3 and H3K27me3 (Additional file 10; Materials and methods). Sequencing depth analysis indicated that most of these assays almost reached (Additional file 2e,g) or reached (Additional file 2f,h) the detection saturation plateau. 

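With 50% of the reads of each S2 library, 85.3% of the length of the H3K4me3 islands was recovered (84.4 to 86.1), 68.8% for H3K27me3 (68.0 to 69.6), 90.5% for H3K36me3 (89.7 to 91.2) and 67.0% for Pol II (66.1 to 67.9). With 75% of the reads, the shares were 90.0%, 82.5%, 96.8% and 83.6%, respectively. From 1 random sample of 90% of the reads to all reads, the number of islands rose from 12360 to 12813 for H3K27me3 and from 9649 to 10692 for Pol II, and it fell from 6536 to 6432 for H3K4me3 and from 5624 to 5575 for H3K36me3. The length covered rose from 24.7 to 25.6 Mb for H3K27me3, from 6.90 to 7.15 Mb for H3K4me3 and from 20.4 to 20.6 Mb for H3K36me3, and it fell from 9.53 to 9.22 Mb for Pol II. As in *bam* testis, these values reflect steps in the lowest count of a window as well as depth.

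**Figure D3:**
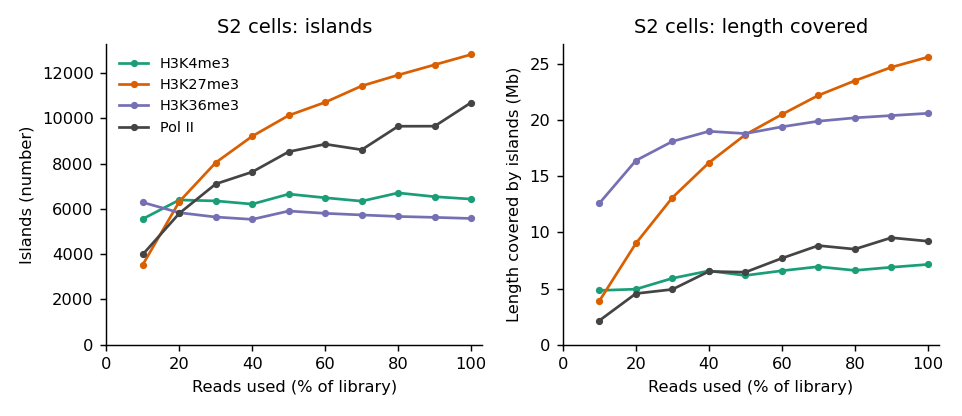
Number of enriched islands (left) and length they cover in Mb (right) against the share of the reads used, for the 4 S2 libraries. Each point is 1 random sample of the reads at an E-value of 100, and the last point of each line uses all reads.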

For libraries that are not completely saturated, the strongest peaks enriched with the corresponding modified histones or Pol II should be detected first and are therefore identified by our assays. 

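In S2 cells, 17966 of the 500-bp windows were past the threshold for H3K4me3 (7.36 to 7.57% of windows) and 47861 for H3K27me3 (19.9%, 19.7 to 20.0). The threshold corresponded to 9 H3K4me3 reads and 20 H3K27me3 reads in a window. The median window held 1 H3K4me3 read and 8 H3K27me3 reads. Randomly distributed reads would bring 8.26% and 1.53% of windows past these thresholds. H3K4me3 reads were concentrated, with 80.9% of the reads on the arms inside islands that covered 5.94% of their length.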

Through analyzing the ChIP-seq data, we identified 3,742 genes with enriched active H3K4me3 and 2,095 genes with enriched repressive H3K27me3 in S2 cells (*P *< 0.05; Materials and methods). Among them, we found only 27 genes enriched in both H3K4me3 and H3K27me3 (Figure 4a; Additional file 7), indicating that bivalency is also not a prevalent chromatin signature for genes in S2 cells. 

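In S2 cells, 137 windows in 111 runs of adjacent windows carried both marks, which was 0.763% of the windows enriched in H3K4me3 (0.645 to 0.901) and 0.286% of those enriched in H3K27me3 (0.242 to 0.338). Independent marks would give 3572 such windows, and the observed number was 0.0384 times that. H3K4me3 reads spread evenly among the windows enriched in H3K27me3 would bring 0.0552 windows past the H3K4me3 threshold. Pol II was past the threshold in 79 of the windows with both marks (57.7%). With a Poisson p under 0.001 at each library's own depth, the alternative that moved the number most, 50 windows carried both marks. The smaller of both densities was largest at 2R 2236001 to 2236500, with 67.2 RPM per kb of H3K4me3 and 49.6 of H3K27me3. It was followed by 2R 2186501 to 2187500, X 21785001 to 21785500, X 20252001 to 20252500 and 2L 18665001 to 18666000, with smaller densities of 49.6, 36.8, 36.0 and 34.5. At X 21785001 to 21785500 the density was 302 for H3K27me3, 80.3 for H3K36me3 and 138 for Pol II, each at least 22.8 times that of the 5 kb on either side. The first 4 of these regions were raised in all 4 S2 libraries, so extra copies of the sequence were not ruled out there. X 20252001 to 20252500 was past both thresholds in *bam* testis as well, at 31.3 and 25.2. From the small number of genes with both marks, the paper concludes that bivalency is not prevalent in S2 cells.

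**Figure D4:**
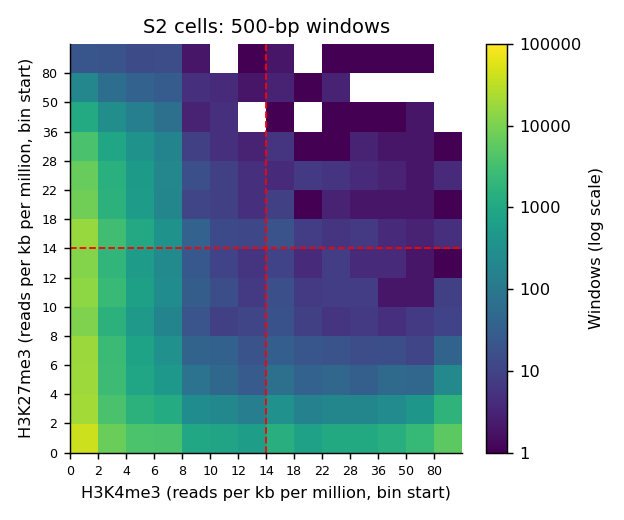
Number of 500-bp windows (colour, log scale) by H3K4me3 density (x axis) and H3K27me3 density (y axis) in S2 cells, both in RPM per kb, in bins labelled by their start. Dashed lines mark the threshold of 14, and the upper right quadrant holds the 137 windows with both marks.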

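RNA-seq reads of 1 library of S2 cells were analysed. The authors purified mRNA and made cDNA with random hexamers, and their file gives the position of each aligned 36-bp read without normalization. It holds 9780523 reads, the number the paper states as total reads. At most 3 copies of a read were kept as for the ChIP-seq libraries, which left 7289715 reads, of which 99.3% lay on the arms. The paper's number of unique and non-redundant reads is 6263318, and the larger number was used for every density. Every read spans 36 bp of the genome, so reads across splice junctions are not among them. Because no gene annotation was used, RPKM values were not computed. Instead, a region was counted as having RNA-seq reads at a density of 1 or more RPM per kb over the region and 500 bp on either side. As a comparison, the same regions were shifted along their arm by a random distance 200 times.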

To compare the ChIP-seq data with the gene expression level, we profiled the S2 cell transcriptome using the RNA-seq method (Materials and methods). 

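Of the 111 S2 regions with both marks, 68 had RNA-seq reads (61.3%, 52.0 to 69.8), with a median density of 2.74 RPM per kb. The share after random shifts of the regions had a median of 28.8% and ranged from 15.3% to 40.5%. A minimum density of 0.5, the alternative that moved the share most, gave 69.4%. Of the 22741 regions with H3K27me3 alone, 1256 had RNA-seq reads (5.52%, 5.23 to 5.83).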

We found that 25 out of the 27 (93%) bivalent genes in non-synchronized S2 cells are actively expressed (RPKM ≥ 1), indicating that the bivalency may be a result of temporally regulated gene expression during cell cycle. Our S2 cell data are consistent with a previous report using fly embryos [38], where the authors identified 4,893 H3K4me3- and 2,480 H3K27me3-enriched regions, with only 161 overlapping regions. The even fewer bivalent genes in S2 cells (27 genes) than those in *bam *testis (91 genes) may reflect a higher homogeneity of cultured cells than of dissected tissues. 

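*bam* testis had 10.8 times as many windows with both marks as S2 cells. With every library thinned at random to the depth of the shallowest, S2 H3K4me3, the numbers were 2237 and 151, a ratio of 14.8. The ratio depended on the threshold, and it was 1.74 with a Poisson p under 0.001 at each library's own depth. Evenly spread H3K4me3 reads would also bring many windows enriched in H3K27me3 past the threshold in *bam* testis and almost none in S2 cells. The libraries also differed in how far reads were concentrated. H3K4me3 density inside islands was 6.20 times that outside in *bam* testis and 66.9 times in S2 cells, and 25.7% of the H3K4me3 reads of *bam* testis lay inside islands. For H3K27me3 these ratios were 2.95 and 4.42. The difference between the samples was not tested, with 1 library per antibody in each.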

We also identified 3,956 genes that have significant binding of RNA Pol II at their promoter region (*P *< 0.05), and 5,281 genes that are unbound by Pol II (Figure 4b). 

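Pol II was past the threshold, 14 reads in a window at this depth, in 28594 of the 500-bp windows of S2 cells (11.9%, 11.7 to 12.0), against 3.48% from randomly distributed reads. The reads formed 10692 islands with a median length of 600 bp, which held 48.1% of the Pol II reads on the arms. The median window held 4 reads and the highest 880.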

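RNA-seq reads were present at 8282 of the 10692 Pol II islands of S2 cells (77.5%, 76.7 to 78.2), with a median RNA-seq density of 9.29 RPM per kb. After random shifts of the islands the share had a median of 29.3% and ranged from 27.0% to 37.6%. With 1 copy of each read, the alternative that moved the share most, it was 84.9% of 9387 islands. This alternative also limited the RNA-seq reads, to 5301736. A density of 1 then asked for fewer of them, so the rise is not due to the Pol II islands alone. An island marks Pol II anywhere on the arms and is not restricted to promoters.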

We found that among all the Pol II-enriched genes, 93% are expressed genes (RPKM ≥ 1; Figure 4b). In contrast, only 260 genes that were expressed at very low to undetectable levels (RPKM <1) have enriched Pol II binding at their promoter region; these genes comprise approximately 6.6% of the entire Pol II-enriched genes and 2.7% of the total genes analyzed (9,459 genes). 

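No RNA-seq density of 1 or more was found at 2410 Pol II islands of S2 cells (22.5% of the islands). With 1 copy of each Pol II read, 1700 of them overlapped an island, so the others depended on extra copies of reads or on depth. The 2410 islands had a median length of 400 bp, against 800 bp for those with RNA-seq reads. Of the islands without RNA-seq reads, 2000 overlapped no island of H3K4me3, H3K27me3 or H3K36me3 (83.0%, 81.4 to 84.4), against 19.5% of those with RNA-seq reads (18.7 to 20.4). H3K4me3 islands overlapped 7.05% of the former (6.10 to 8.15) and 61.3% of the latter (60.3 to 62.4).

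**Figure D5:**
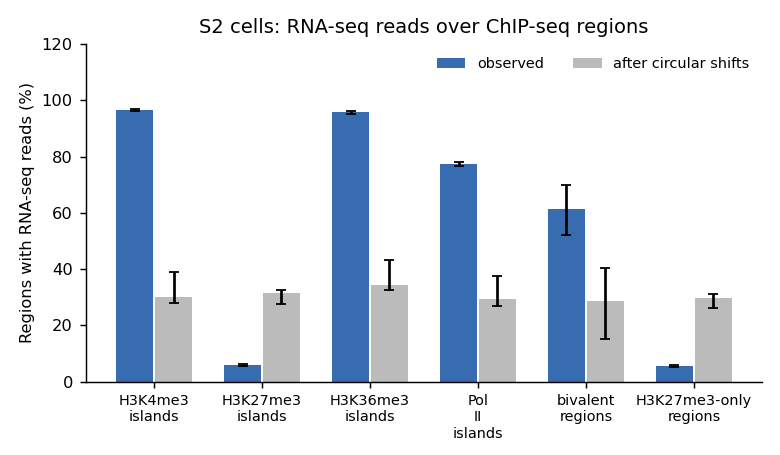
Share of regions of S2 cells with RNA-seq reads (blue, with 95% Wilson intervals) and the median of the same share after 200 random shifts along the arms (grey, with the lowest and highest shift). Pol II, H3K4me3 and H3K36me3 islands and regions with both marks lie above the shifted regions, and H3K27me3 islands and H3K27me3-only regions below.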

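In S2 cells, RNA-seq reads were present at 6215 of 6432 H3K4me3 islands (96.6%, 96.2 to 97.0), with a median density of 17.1 RPM per kb. Shifted H3K4me3 islands gave a median share of 30.1%, with a range from 27.9% to 39.0%. The share was 95.7% for H3K36me3 islands (95.1 to 96.2) and 5.85% for H3K27me3 islands (5.46 to 6.27). A minimum density of 0.5 gave 98.5% for H3K4me3 islands, the largest move among the alternatives.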

Consistently, more than 99.8% of H3K4me3-enriched genes are actively expressed (3,720 genes out of 3,728 genes with significant enrichment of H3K4me3 have RPKM values ≥ 1; Additional file 11). When we compared the gene expression profiles in S2 cells determined by microarray versus RNA-seq techniques, we found that 770 genes considered as silent based on microarray analysis (two 'absent' calls in both biological replicates) were actually expressed according to their RPKM values (RPKM ≥ 1; Figure 4c) in the RNA-seq data set.

**Figure 4:**
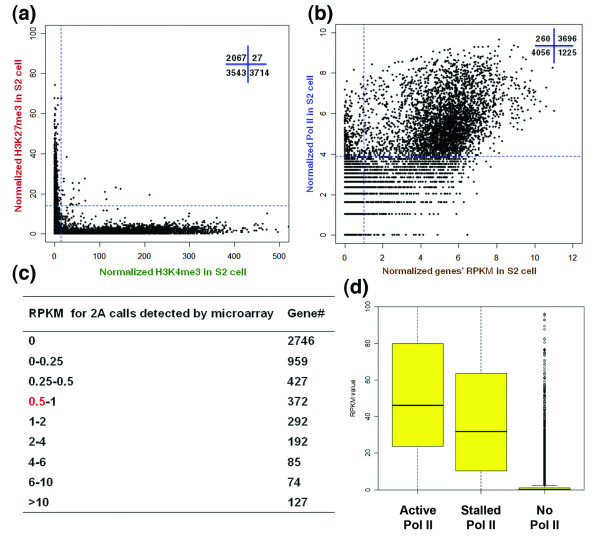
**Comparison of RNA-seq and ChIP-seq data using S2cells**. **(a) **Scatter plot for H3K4me3 and H3K27me3 enrichment of all annotated genes. A common 0 to +500-bp window with respect to the TSS was used to calculate both H3K4me3 and H3K27me3 reads. The blue dashed lines indicate the statistical cutoff line - *P *< 0.05 in a 1-kb window per 1 million total reads. Gene numbers in each quadrant are labeled in black. **(b) **Scatter plot for RNA Pol II enrichment and RPKM values for all annotated genes. All labels are the same as in Figure 2d, except that RPKM = 1 is used as a cutoff for expressed genes. **(c) **The RPKM value for genes that have two absent calls (2A) in the microarray. **(d) **Analysis of the RPKM value of transcripts demonstrates that genes with stalled Pol II are weakly transcribed genes. Genes that show an active Pol II profile are expressed at significantly higher levels. Genes with no Pol II profile are expressed at significantly lower levels. The box represents the 25th and 75th percentiles, with the 50th percentile as a black bar. The whiskers refer to outliers that are at least 1.5× the interquartile range from the box. The y-axis represents the RPKM value.

We next applied the ChIP-seq data using antibodies against RNA Pol II to compute the stalling index of individual genes. Through this assay, we identified 1,821 genes with stalled Pol II in S2 cells (Additional file 9a; Materials and methods and [39]). We compared these 1,821 genes with the genes with promoter-proximal enrichment of polymerase, which were identified in the previous study using S2 cell [51]. In fact, approximately 86.2% genes with promoter-proximal enrichment of polymerase overlapped with the genes with stalled Pol II identified in our analysis (Additional file 9a), indicating that the criteria we used to define genes with stalled Pol II is consistent with previous studies. Ontology assays further confirmed that the significant categories (*P *< 0.01) of genes identified using either method are similar (Additional file 9c,d). Noticeably, compared to genes with active Pol II, the genes with stalled Pol II have lower expression levels (Figure 4d), although most (88.5%) of them are actively expressed (RPKM ≥ 1). These results suggest that Pol II binding correlates well with active gene expression status. 

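The Pol II islands of S2 cells were divided into 4 groups of 2673 islands by the number of Pol II reads in the island. RNA-seq reads were present at 59.6% of the islands of the lowest group (57.8 to 61.5), 77.0% of the second (75.4 to 78.6), 82.1% of the third (80.6 to 83.5) and 91.1% of the highest (89.9 to 92.1). The median RNA-seq density rose from 2.40 to 14.8 RPM per kb between the lowest and the highest group. Across the islands, Spearman's rho between the number of Pol II reads and RNA-seq density was 0.276. With Pol II density in place of the number of reads, rho was -0.0850. Density does not remove the length of the island, because a short island passes the minimum score only if it is dense. Islands without RNA-seq reads were also the shorter ones, with a median of 400 bp against 800 bp. Neither rho therefore separates the level of Pol II from island length. Islands are not independent replicates, so no p-value is given for these correlations. From the expression of genes with Pol II at their promoters, the paper proposes that Pol II binding correlates with active expression.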

More sensitive techniques, such as RNA-seq, can accurately detect transcript level for comparison with chromatin structure, in order to understand how epigenetic mechanisms regulate gene expression. To further confirm that our results are not algorithm-specific, we re-analyzed the data with an independent method, the SICER software [52] (Materials and methods). This software uses different algorithms to identify Pol II or modified histone-enriched genomic regions, regardless of their associations with genes. The SICER software has been used to identify bivalent domains in multipotent hematopoietic stem cell lineages in mammals [31,32]. 

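Islands were called with the window sizes, gap and E-value that the paper gives for SICER, with an implementation of that method and not the SICER program. In *bam* testis, 183 of 4991 H3K4me3 islands overlapped an H3K27me3 island by at least 1 bp (3.67%, 3.18 to 4.22). After 200 random shifts of the H3K4me3 islands along the arms, the share had a median of 25.1% and a range from 22.8% to 27.1%. In S2 cells, 60 of 6432 islands overlapped (0.933%), against a median of 30.7% and a range from 26.7% to 33.3% after shifts. The H3K27me3 islands numbered 10329 and 12813, and 1.70% and 0.445% of them overlapped an H3K4me3 island. The shared length was 104 kb in *bam* testis and 35.6 kb in S2 cells. With all sequences of the build in place of the arms, the alternative that moved the share of *bam* testis most, it was 6.75%. These sequences include U in *bam* testis but not in S2 cells, so this alternative does not compare the samples on the same sequences. The share of S2 cells moved most when gaps of 1 window were allowed, to 1.37%.

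**Figure D6:**
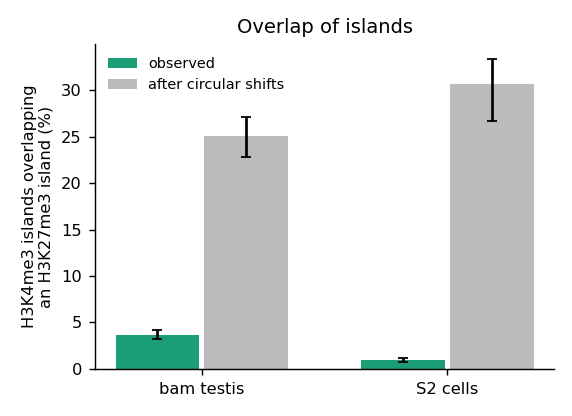
Share of H3K4me3 islands that overlap an H3K27me3 island (green, with 95% Wilson intervals) and the median share after 200 random shifts (grey, with the lowest and highest shift). In both *bam* testis and S2 cells the observed share lies below every shift.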

Using SICER, we confirmed that most H3K4me3- and H3K27me3-enriched regions are not overlapping (data not shown) and therefore are monovalent in *Drosophila bam *testis and cultured S2 cells. 

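For S2 cells, the relation of Pol II to RNA-seq reads was also examined with other settings and without islands. At an E-value of 1, 6327 of 7712 Pol II islands had RNA-seq reads (82.0%). Where gaps of 1 window were allowed, 6132 of 7913 islands had them. In single 500-bp windows, the RNA-seq density was 1 or more in 75.6% of the windows past the Pol II threshold and in 18.9% of the others, and its median was 6.86 and 0 RPM per kb. RNA-seq reads of *bam* testis were not used here.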

Using SICER, we also confirmed that most genes associated with Pol II-enriched regions in these two samples are actively expressed (data not shown).

### Does cell type specificity dictate chromatin architecture?

One possible reason for the different chromatin features identified in our data versus previously published mammalian studies is cell type differences. The *bam *testis we used for ChIP-seq analysis is mainly enriched with transit-amplifying spermatogonial cells, and the chromatin differences we found could come from the distinction between transit-amplifying cells and *bona fide *stem cells. Another possibility for such differences between undifferentiated germ cell-enriched testis samples and ESCs is that germ cells are part of a unilineage stem cell system, but ESCs are pluripotent. Thus, in the germline lineage, differentiation genes have a unidirectional switch from silent to activated status during spermatogenesis, whereas developmental genes in ESC lineages have multi-directional switches during lineage-specific differentiation. The bivalent signature of ESC genes may enable more dynamic and refined activation upon perceiving additional signals (Figure 5a). Indeed, a permanganate footprint assay using early staged *Drosophila *embryos, which are pluripotent, showed evidence of paused Pol II at several genes. In contrast, there was no such evidence when using S2 cells derived from older embryos, at which stage the pluripotency may be lost [39]. Alternatively, these differences may simply reflect distinctive features between somatic cells and germ cells. Germ cells give rise to gametes, which are the most 'immortal' cell type due to their ability to produce the next generation of an entire organism upon fertilization [53]. This requirement to reset totipotency may distinguish germ cells from somatic cells with regard to their chromatin features (Figure 5a).

**Figure 5:**
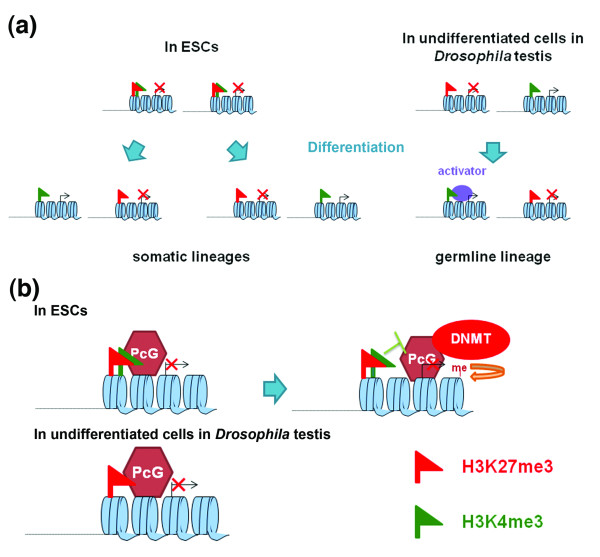
**Cartoons comparing ESCs and undifferentiated cells of *bam *testis**. **(a) **During ESC differentiation, bivalent genes resolve into monovalent genes according to cell type specificity in somatic lineages. In the *Drosophila *male germline lineage, monovalent genes in undifferentiated cells may either retain their chromatin signature or switch to another pattern. Differentiation genes that are required for spermatogenesis require additional activation mechanisms to turn on their expression robustly, in addition to the removal of the repressive H3K27me3 mark. **(b) **A potential molecular mechanism that renders the bivalency and poised status dispensable in the *Drosophila *germline stem cell lineage, due to the lack of endogenous DNA methylase activity. DNMT, DNA methyltransferase.

### Does species specificity dictate chromatin architecture?

The chromatin structure we observed in undifferentiated germ cell-enriched *bam *testis may also apply to *Drosophila *S2 cells, raising another possibility that species difference should be considered. It has been demonstrated that bivalent genes in mammalian ESCs are also enriched with PcG activities [10-12]. These PcG components have the capability to recruit DNA methyltransferases to methylate DNA and silence gene expression in a more permanent manner [54-56]. In contrast, the active H3K4me3 mark placed by the TrxG complex [4-6] may keep chromatin in a relatively open state by recruiting RNA Pol II and initiating low level transcription to prevent DNA methylation (Figure 5b). Indeed, many bivalent domains in ESCs reside at the highly conserved non-coding elements, which are enriched with CpG islands and potentiated for DNA methylation [3]. In contrast to mammalian systems, the DNA methylase activity is almost negligible in adult flies [57-60]. Therefore, differentiation genes in *Drosophila *are not subject to a 'stable' repression caused by DNA methylation as in the mammalian systems, which may promote more dynamic gene regulation while rendering bivalency and paused RNA Pol II status dispensable in *Drosophila*. Noticeably, recent work in *Xenopus *embryos also demonstrated that active H3K4me3 and repressive H3K27me3 regulate distinct groups of genes in a spatially controlled manner. It will be interesting to study monovalency versus bivalency during animal development, as well as evolution.

## Conclusions

Recent data have suggested two non-mutually exclusive mechanisms of gene expression regulation, paused Pol II and bivalent modifications, in mammalian ESCs and other stem or progenitor cells. In these primitive cell types, developmental regulators are characterized by bivalent domains harboring both the H3K4me3 and H3K27me3 marks [3]. These genes may also be bound by paused Pol II, which may poise them for rapid induction during differentiation or in response to developmental and environmental stimuli [2,3,12]. Here our analysis of undifferentiated-cell-enriched *Drosophila bam *testis, by combining highly sensitive ChIP-seq and RNA-seq methods, indicates that most differentiation genes are not enriched with the bivalent signature. In addition, these genes are unpoised with no significant binding of paused Pol II. These data suggest that transcription of differentiation genes in this system is mainly controlled at the Pol II recruitment step but not at the elongation step. These chromatin signatures we identified could reflect cell type specificity, species specificity, or both.

## Materials and methods

### Fly strains and husbandry

Flies were raised using standard medium at 25°C unless stated otherwise. The *bam*^1^/TM3 stock was obtained from Bloomington *Drosophila *Stock Center. The *bam*^*114-97*^/TM6B stock was a gift from Dr Margaret Fuller. The *bam*^*1*^*/bam*^*114-97 *^testis was used for immunostaining with antibodies against a germ cell-specific mark Vasa [61] and a somatic cell-specific mark Traffic jam (Tj) [62] to demonstrate that most of the cells in this tissue are germ cells (Additional file 12).

### Culturing S2 cells

The *Drosophila *S2 cells (ATCC, CRL-1963, Lot#5054622, Manassas, VA, USA) were cultured following the manufacturer's protocol. Briefly, one vial of S2 cell stock was taken from liquid nitrogen and thawed quickly at room temperature. Once the cells were completely thawed, they were transferred to a 25 cm^2 ^flask (Corning, CLS430639-20EA, Lowell, MA, USA) containing 5 ml of room temperature complete Schneider's *Drosophila *medium (GIBCO, #11720-034, Carlsbad, CA, USA; contains 10% heat-inactivated fetal bovine serum (GIBCO #16140-071)). After incubating at 25°C for 30 minutes, the S2 cells were centrifuged at 1,000 rpm, the medium was removed and the cells were transferred into a 25 cm^2 ^flask (Corning, CLS430639-20EA) containing 5 ml of room temperature complete Schneider's *Drosophila *medium. The S2 cells were harvested at the exponentially growing stage after incubating at 25°C for about 90 hours.

### Microarray experiments and data analysis

Total RNA from approximately 200 pairs of *bam *(*bam*^*1*^/*bam*^*114-97*^) fly testes was extracted using TRIzol (Invitrogen, #15596-018, Carlsbad, CA, USA) following the manufacturer's instructions and the genomic DNA was degraded using 2 Units of DNase I (Fermentas, #EN0521, Glen Burnie, MD, USA) at 37°C for 20 minutes. Total RNA from *Drosophila *S2 cells was extracted using the Qiagen RNeasy Mini Kit (catalogue number 74014, Valencia, CA, USA), and the genomic DNA was degraded with RNase-Free DNase (catalogue number 79254). RNA integrity was checked by gel electrophoresis (1% agarose). Approximately 4 μg of total RNA from each biological replicate were used to generate labeling probes to hybridize with the Affymetix GeneChip *Drosophila *Genome 2.0 Array according to the Affymetrix protocol. Three biological replicates were performed for *bam *testes and two biological replicates for S2 cells.

Microarray hybridization was processed at the Genomics Core Facility at the National Heart, Lung and Blood Institute and the raw data were exported from the Affymetrix Microarray Suite (MAS). The CEL files were used for signal normalization with RMA as part of the limma package from the Bioconductor R packages [63]. The 'Present (P)', 'Absent (A)' and 'Marginal (M)' calls were retrieved with the code of 'eset' in the Affy package.

### RNA-seq

Extraction of RNA using *bam *testes or S2 cells was performed using similar methods as described for microarray experiments. For the total RNA from *bam *testes (8.5 μg) and S2 cells (approximately 20 μg), we performed two rounds of mRNA isolation using Dynabeads mRNA purification kit (Invitrogen, #610-06), according to the manufacturer's instructions. The final mRNAs were eluted in 13.5 μl 10 mM Tris-HCl (pH 7.5) and immediately used to generate the first strand cDNA, using 4 μl random hexamers (ABI, #N8080127, Foster City, CA, USA) and SuperScript II Reverse Transcription Kit (Invitrogen, #18064-014) in a 30 μl final volume, following the manufacturer's instructions. The second strand cDNA was generated with the following recipe: 10 μl 5× second strand buffer (500 mM Tris-HCl pH7.8, 50 mM MgCl_2_, 10 mM DTT), 30 nmol dNTPs (Invitrogen, #18427-013), 2 Units of RNase H (Invitrogen, #18021-014) and 50 Units of DNA Pol I (Invitrogen, #18010-025). The entire reaction mix was incubated at 16°C for 2.5 hours. The double-stranded DNA (dsDNA) was purified with a QIAquick PCR purification kit (Qiagen, #28106) and the concentration was quantified using a Qubit fluorometer (Invitrogen).

To generate sequencing libraries, about 300 ng dsDNA from each sample was fragmented by sonication using Bioruptor (Diagenode, UCD-200-TM-EX, Sparta, NJ, USA) using medium power output for 30 minutes in ice water. The resulting DNA fragments were analyzed by agarose gel to verify they were within the approximately 100 to 300 bp size range. Sequencing libraries were prepared as follows: end-repair (DNA end-repair kit from Epicenter, #ER0720, Madison, WI, USA); A-tailing (300 ng dsDNA, 5 μl Thermo buffer, 10 nmol dATP, 15 Units of Taq polymerase, at 70°C for 30 minutes); Solexa adaptor ligation (300 ng dsDNA, 4 μl DNA Ligase buffer, 1 μl Solexa adaptor mix, 3 ul DNA Ligase, at 70°C overnight); PCR (98°C 10 s, 65°C 30 s, 72°C 30 s for 16 cycles; then additional 72°C for 5 minutes) amplification with adaptor primers and size selection (200 to 400 bp). Then the library dsDNA for S2 cells was used on an Illumina Genome Analyzer II at a concentration of 10 ng per lane.

We obtained 20,041,035 and 9,780,523 total reads from an Illumina Genome Analyzer II for *bam *testis and S2 cell samples, respectively. And 10,163,916 (*bam *testis) and 6,263,318 (S2 cell) unique and non-redundant reads were used for downstream data analysis.

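For S2 cells, keeping 1 copy of each read removed 45.8% of the RNA-seq reads and left 5301736. At most 2 copies left 6696489. The paper's number of non-redundant reads lies between these counts. Limiting the copies to 3 removed 25.5% of the reads.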

The Gene Expression Omnibus accession number for the raw and analyzed RNA-seq data is [GEO:GSE19325].

### Comparison of microarray results with RNA-seq data

To compare the RPKM value from RNA-seq data with microarray results, we first retrieved 12,728 *Drosophila *genes from the Ensembl database, which also have probe(s) in the Affymetix GeneChip *Drosophila *Genome 2.0 Array. Genes with multiple probes were filtered out if different probes gave inconsistent 'Present (P)' or 'Absent (A)' calls. We then analyzed the RPKM distribution for genes with all 'Absent' calls or all 'Present' calls in microarray datasets, for both *bam *testis and S2 cell samples.

The histograms were generated using the 'hist' function in the R programming environment (R version 2.5.0 [64]). To calculate the log_2 _RPKM values of individual genes, all their original RPKM values were added a pseudo-count of 1.

### Chromatin immunoprecipitation

For each modified histone and Pol II ChIP experiment, we dissected approximately 200 pairs of *bam *testes in cold phosphate-buffered saline (PBS) and grouped them in 200 μl PBS that contained protease inhibitor (Roche complete mini, #11836153001, Nutley, NJ, USA) and 0.5 mM phenylmethanesulfonyl fluoride (PMSF; MP Biomedicals, #195381, Solon, OH, USA). Approximately 1,000 cells could be extracted from one *bam *testis. We then added 5.5 μl 37% fresh formaldehyde (Supelco, #47083-U, Bellefonte, PA, USA) and incubated at 37°C for 15 minutes. The testes were washed twice with 450 μl cold 1× PBS (with inhibitors and PMSF). Then 200 μl lysis buffer (50 mM Tris-HCl, pH7.6, 1 mM CaCl_2_, 0.2% Triton X-100, 5 mM butyrate, 1× protease inhibitor cocktail, and 0.5 mM fresh PMSF) was added and the tissues were homogenized thoroughly followed by incubation at room temperature for 10 minutes. Chromatin was sheared into approximately 200-bp fragments by sonication using Microtip (Misonix, Inc., Microson XL-2000, Farmingdale, NY, USA) with the following procedure: 4 s at power 20, rest for 50 s, 4 to 5 times, followed by spinning at 14k rpm for 10 minutes at 4°C. The chromatin was diluted 10× with RIPA buffer (10 mM Tris, pH7.6, 1 mM EDTA, 0.1% SDS, 0.1% Na-Deoxycholate, 1% Triton X-100, with protease inhibitors and PMSF) and 50 μl of this dilution was reverse cross-linked with 0.25 M NaCl for 2 hours at 65°C and used as input for real-time PCR analysis.

We washed 40 μl of Dynabeads Protein A (Invitrogen, #100.01D) with 600 μl 1× PBS. We then added 100 μl 1× PBS with 4 μg antibody and incubated the antibody-Protein A beads mixture at room temperature for 40 minutes with occasional tapping. After the unbound antibody was removed using the manipulator (Invitrogen, DYNAL MPC-S), 1 ml of the chromatin extract was added to the beads and the mixture was rotated at 4°C overnight. The beads were then washed twice with 1 ml RIPA buffer, twice with 1 ml RIPA buffer containing 0.3 M NaCl, once with LiCl wash buffer (0.25 M LiCl, 0.5% NP40, and 0.5% sodium deoxycholate), once with 1 ml TE (10 mM Tris-HCl, pH 8.0 and 1 mM EDTA) containing 0.2% Triton X-100, and once with 1 ml TE. The beads were then suspended in 100 μl 1× TE containing 3 μl 10% SDS and 5 μl 20 mg/ml proteinase K, followed by incubation at 65°C overnight. After the supernatant was collected, the beads were washed once more with 100 μl TE with 0.5 M NaCl. The supernatant from this wash was combined with the previous supernatant. The combined samples were treated by Phenol/Chloroform extraction, salt/EtOH precipitation, and dissolved in 50 μl 1× TE. The products were either used for real-time PCR analyses or processed for Solexa sequencing according to the established protocol. Antibodies used include those against H3K4me3 (Abcam, #ab8580, Cambridge, MA, USA), H3K27me3 (Millipore, #07-449, Billerica, MA, USA), H3K36me3 (Abcam, #ab9050), H3 (Abcam, #ab1791) and RNA Pol II (Abcam, ab5408).

### ChIP experiment using S2 cells

Exponentially growing S2 cells were harvested and dissolved in digestion buffer (50 mM Tris-HCl, pH7.6, 1 mM CCl_2_, 0.2% Triton X-100, 5 mM butyrate, 1× protease inhibitor cocktail and 0.5 mM PMSF). Chromatin was prepared and ChIP-seq experiments were performed as described previously [27] with antibodies against Pol II (Abcam, #ab5408), H3K4me3 (Abcam, #ab8580), H3K27me3 (Millipore/Upstate, #07-449), and H3K36me3 (Abcam, #ab9050).

### Solexa pipeline analysis

The 25-bp sequencing reads were obtained from the Illumina Genome Analyzer pipeline. All reads were aligned to the *Drosophila *genome (dm3) using the ELAND (Efficient Local Alignment of Nucleotide Data) software, allowing up to two mismatches with the reference sequence. Only uniquely mapped reads were retained. For multiple identical reads, at most three copies were retained to reduce the possibility of biases from PCR amplification. 

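Limiting identical reads to 3 copies removed between 0.225% (H3K4me3) and 3.89% (H3K36me3) of the reads of the *bam* testis ChIP-seq libraries. In S2 cells, it removed 1.42% of the H3K27me3 reads, 2.28% of the Pol II reads and 4.26% of the H3K36me3 reads. The largest share, 14.8%, was removed from the H3K4me3 library of S2 cells. The most frequent read occurred 806 times in the H3K27me3 library of *bam* testis and 727 times in the Pol II library of S2 cells.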

The output of the Genome Analyzer pipeline was converted to browser extensible data (BED) files. The wig files used for visualization on the UCSC browser were generated from the uniquely mapped reads using a 4-bp window and 160 bp as the DNA fragment size, as previously described [27]. The size of the DNA fragment was determined by the distance from the 5' to the 3' peak of the mapped reads, as shown in Additional file 13.

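The distance between reads on the plus strand and reads on the minus strand was measured over all reads on the arms, not around the promoters of expressed genes. The number of read pairs, relative to randomly placed reads, was highest at 80 bp for H3K4me3, 139 bp for H3K27me3, 68 bp for H3K36me3 and 76 bp for Pol II in *bam* testis. These maxima were shallow. For H3K4me3, the ratio was 2.34 at its maximum and 1.88 at its lowest point, and for H3K27me3 it was 1.54 and 1.36. In S2 cells, the maxima lay at 127, 125, 118 and 79 bp, respectively. The ratio of H3K4me3 in S2 cells was 22.4 at its maximum and 8.67 at its lowest point. For simulated 160-bp fragments, the same measure gave 163 bp. Both ends of a simulated fragment could be kept and no background was added. The simulation therefore does not show that the measure finds the fragment length where maxima are shallow.

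**Figure D7:**
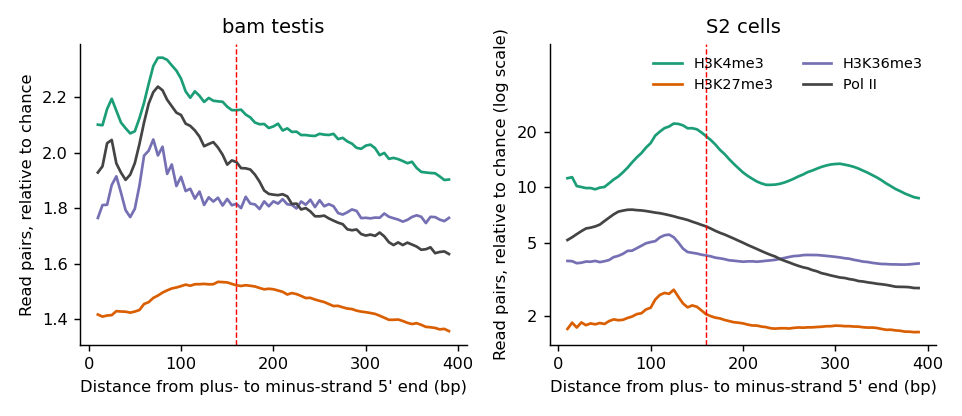
Number of read pairs relative to randomly placed reads against the distance from the 5' end of a plus-strand read to that of a minus-strand read, for the 4 ChIP-seq libraries of *bam* testis (left, linear scale) and S2 cells (right, log scale). The dashed line marks the paper's fragment size of 160 bp.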

The Gene Expression Omnibus accession number for the raw and analyzed ChIP-seq data is [GEO:GSE19325].

### Defining genomic regions for analyzing modified histone and Pol II enrichment

To determine the regions used for modified histone and Pol II occupancy of the annotated transcripts in Figure 1, we first plotted each histone modification and Pol II using the entire annotated transcripts that are applicable for ChIP-seq analysis. Based on the overall enrichment plot, we used the region from -250 to +250 bp (the TSS was defined as 0) to calculate the Pol II enrichment of individual transcripts. A 0 to +500-bp window was used for H3K4me3 and H3K27me3, and a +500 to 1,500-bp window was used for H3K36me3 enrichment calculations. For genes with a transcript size longer than 1 kb, a +500 to +1,000-bp window was defined as the gene body region to calculate the stalling index.

### *Drosophila *genes used for ChIP-seq analysis

*Drosophila *genes used for ChIP-seq analysis were derived from the UCSC database (April 2006/BDGP R5/dm3), which contained 14,058 genes and 21,243 transcripts. The coordinates for these transcripts were downloaded (August 2009) from the UCSC table browser [65]. Compared to human and mouse genomes, the *Drosophila *genome is more gene-dense, including many overlapping genes and short distances between TSSs, which may lead to incorrect conclusions from ChIP-seq analysis. To avoid this, we chose transcripts for analysis using the following three steps. First, exclude transcripts shorter than 500 bp (transcript size is defined as the distance between the annotated transcription start and end sites) because these short transcripts will affect the promoter analysis for H3K4me3 and H3K27me3. A total of 740 transcripts (736 genes) were excluded using this criterion. Second, exclude overlapping transcripts from different genes (Additional file 14) and transcripts that have short distances between their TSSs; 6,497 transcripts (4,535 genes) overlap with at least one other transcript, but 3,832 transcripts (2,555 genes) among them were useful for promoter analysis (-250 to +250 bp, or 0 to +500 bp), because the overlapping regions do not affect promoter analysis of these genes. A total of 3,558 non-overlapping transcripts (2,729 genes with opposite transcription direction) have a distance between TSSs shorter than 400 bp, which will affect the Pol II promoter analysis (-250 to +250 bp), and were thus excluded. Third, after removal of certain transcripts using the above two criteria, 14,849 transcripts (9,459 genes) were retained for ChIP-seq promoter analysis. In total, 7,799 genes were applicable for stalling index analysis, and 6,400 genes for H3K36me3 enrichment analysis. Among these 9,459 genes, 2,612 have multiple transcripts, but only one transcript for each was used for ChIP-seq analysis.

### Choosing the dominant transcript for multi-isoform genes

For genes with multiple isoforms, we used the most abundant one for the comparison between ChIP-seq and RNA-seq data.

#### *bam *Pol II versus testis RPKM, and S2 Pol II versus cell RPKM

1, The dominant transcript was determined as that with the highest number of Pol II ChIP-seq reads in the -250 to +250-bp window with respect to the TSS region. If multiple transcripts have the same number of reads in this region, criterion 2 is used. 2, For transcripts that are longer than 1 kb, the dominant transcript was determined as that with the highest number of ChIP-seq reads in the gene body (+500 to +1,000-bp with respect to the TSS). For those transcripts that are shorter than 1 kb, the dominant transcript was determined as that with the highest number of ChIP-seq reads for H3K4me3 in the region 0 to +500 bp with respect to the TSS. If multiple transcripts have the same numbers of reads, criterion 3 is used. 3, The dominant transcript was determined as that with the longest transcript. If all isoforms have the same length, one was chosen randomly.

#### *bam *H3K4me3 versus H3K27me3, bam H3K4me3 versus testis RPKM, S2 cell H3K4me3 versus H3K27me3, and S2 H3K4me3 versus RPKM

1, The dominant transcript was determined as that with the highest number of H3K4me3 ChIP-seq reads in the region 0 to +500 bp with respect to the TSS. If multiple transcripts have the same number of reads, criterion 2 is used. 2, For transcripts that are longer than 1.5 kb, the dominant transcript was determined as that with the highest number of ChIP-seq reads for H3K36me3. For transcripts that are shorter than 1.5 kb, and thus are not applicable to calculate H3K36me3 reads, the dominant transcript was determined as that with the highest number of ChIP-seq reads for Pol II in the region -250 to +250 bp with respect to the TSS. If multiple transcripts have the same number of reads, criterion 3 is used. 3, The dominant transcript was determined as that with the longest transcript. If all isoforms have the same length, one was chosen randomly.

#### *bam *H3K36me3 versus testis RPKM, and S2 cell H3K36me3 versus RPKM

1, For the 6,400 genes that have at least one transcript longer than 1.5 kb, the dominant transcript was determined as that with the highest number of H3K36me3 ChIP-seq reads in the region +500 to +1,500 bp with respect to the TSS. If multiple transcripts have the same number of reads, criterion 2 is used. 2, The dominant transcript was determined as that with the highest number of ChIP-seq reads for H3K4me3 in the region 0 to +500 bp with respect to the TSS. If multiple transcripts have the same number of reads, criterion 3 is used. 3, The dominant transcript was determined as that with the longest transcript. If all isoforms have the same length, one was chosen randomly.

### Comparison of ChIP-seq results with the RNA-seq data

To generate the plots in Figure 1, we retrieved annotated *Drosophila *genes from the Ensembl database for ChIP-seq analysis. We classified them into silent and expressed genes according to RPKM value (genes with RPKM = 0 were classified as the silent group, and genes with RPKM ≥ 1 were classified as the expressed group). The expressed group was further classified into low, moderate and high groups based on RPKM values. The coordinates of these transcripts were downloaded from the UCSC table browser [65]. The read density was calculated in a 5-bp window across the genome.

### Comparison of our ChIP-seq data with the published ChIP-chip data

We compared our 91 bivalent genes in *bam *testis with the ChIP-chip data using BG3 and D23 cells [37]. We first downloaded both the H3K4me3 and H3K27me3 sgr files from the NCBI website. We retained the probes whose ChIP/input hybridization intensity ratios are ≥ 2, to be consistent with the authors' definition of enriched regions. We then mapped the probes to the promoter regions (0 to +500 bp) of our 91 bivalent genes. For BG3 cells, we found 6 out of the 91 *bam *testis bivalent genes contained an enriched H3K4me3 signal; and 4 of these 91 bivalent genes contained an enriched H3K27me3 signal. However, none of these 91 bivalent genes is enriched with both H3K4me3 and H3K27me3 in BG3 cells. Similarly, for D23 cells, 5 and 11 out of these 91 *bam *testis bivalent genes contained enriched H3K4me3 and H3K27me3 signals, respectively. Again, none of these 91 bivalent genes is enriched with both H3K4me3 and H3K27me3 in D23 cells.

We also checked the ChIP-on-chip data using *Drosophila *embryos [38] and found 4,893 H3K4me3 and 2,480 H3K27me3 enriched regions. However, only 161 of them overlap with each other. We then compared the 91 bivalent genes we identified in *bam *testis with these 161 bivalent regions in embryos. From this comparison, we found only two genes (*CG4637 *and *CG9610*) for which the promoter region (0 to +500 bp) overlaps two bivalent regions in embryos (chr3R: 18965718-18967662 and chr3R: 4158335-4159501).

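The embryo region at CG4637 (*hh*), 3R 18965718 to 18967662 of dm3, held 43 H3K4me3 reads in *bam* testis, or 15.7 RPM per kb (11.4 to 21.2), and 178 H3K27me3 reads, or 24.5 (21.1 to 28.4). The region at CG9610 (*Poxm*), 3R 4158335 to 4159501, held 65 H3K4me3 reads, or 39.6 RPM per kb (30.6 to 50.5), and 73 H3K27me3 reads, or 16.8 (13.1 to 21.1). The lower limits of 11.4 at *hh* for H3K4me3 and 13.1 at *Poxm* for H3K27me3 lie under the threshold. The threshold was set for 500-bp windows, and the highest such windows were past it. They held 34.1 RPM per kb of H3K4me3 at *hh* and 27.4 of H3K27me3 at *Poxm*. H3K36me3 density in *bam* testis was 7.23 at *hh* and 4.02 at *Poxm*, and Pol II density was 10.7 and 23.0. In the highest 500-bp windows, H3K36me3 reached 16.4 at *hh* and 4.69 at *Poxm*, and Pol II reached 23.8 and 49.2. All but H3K36me3 at *Poxm* were thus past the threshold. The Pol II windows and that of H3K36me3 at *Poxm* extend beyond the regions. In S2 cells, H3K4me3 density was 0.823 at *hh* (2 reads, 0.0996 to 2.97) and 0.686 at *Poxm* (1 read, 0.0174 to 3.82). H3K27me3 density in S2 cells was 25.9 (21.8 to 30.6) and 31.8 (25.9 to 38.5). The S2 regions held 0 RNA-seq reads, with upper limits of 0.260 RPM per kb at *hh* and 0.434 at *Poxm*. At *Poxm*, S2 Pol II density reached 36.4 in the 500-bp window from 4159287 to 4159786, which extends beyond the region.

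**Figure D8:**
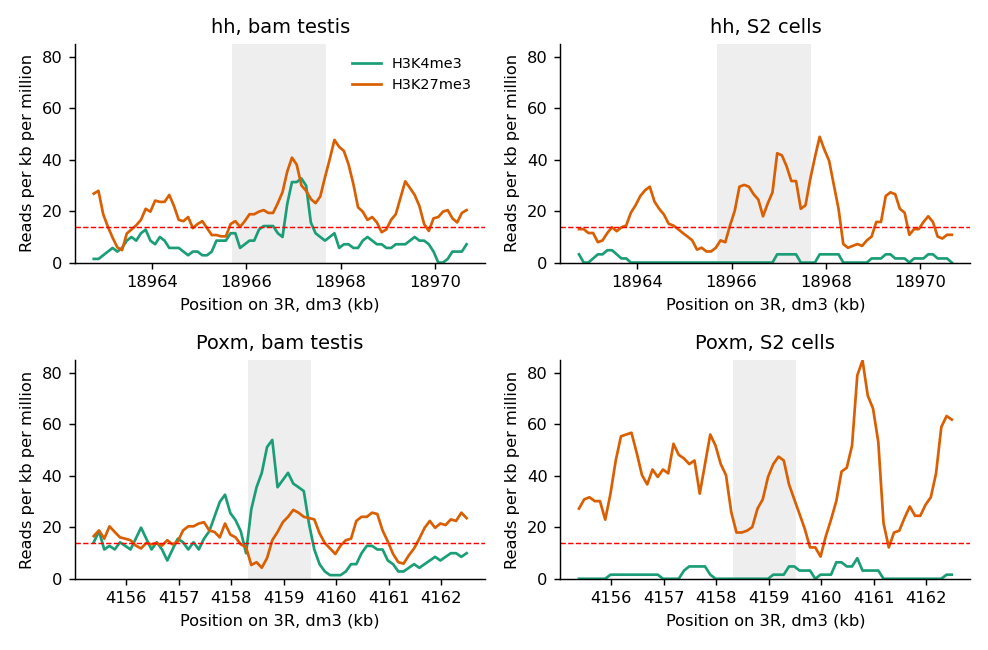
H3K4me3 (green) and H3K27me3 (orange) density in sliding 500-bp windows around the embryo regions at *hh* (top) and *Poxm* (bottom), shaded in grey, in *bam* testis (left) and S2 cells (right). The dashed line marks the threshold of 14 RPM per kb, and H3K4me3 stays under it in both S2 panels.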

### Determination of the *P*-value of enrichment of ChIP-seq reads within a 500-bp window

Since we used a 500-bp window to detect enrichment of Pol II and histone modifications (for example, active H3K4me3 and repressive H3K27me3), a sequencing read count threshold was chosen according to the Poisson distribution, which distributes the total and unique reads randomly across the *Drosophila *genome that can be mapped. For every 500-bp window with read number ranging from 1 to 99, the *P*-value was calculated. The threshold was chosen as the minimal number of reads that reached a significant enrichment compared to the random distribution (that is, *P *< 0.05). For example, for the total 1,342,075 reads of anti-Pol II ChIP-seq in *bam *testis, a 500-bp window containing 11 read counts has a *P*-value of 0.03, which passes the threshold *P*-value of ≤ 0.05. 

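With 1342075 reads and a mappable genome of 120 Mb, the Poisson probability of 11 or more reads in a 500-bp window was 0.0280, and that of 10 or more was 0.0587. For the H3K4me3 libraries, a Poisson p under 0.05 at the library's own depth was reached at 11 reads in *bam* testis (0.0371) and at 10 reads in S2 cells (0.0400). For H3K27me3, it was reached at 23 reads in *bam* testis (0.0452) and at 18 reads in S2 cells (0.0483). The threshold drawn in Figure 2d and Figure 4a, which refers to a 1-kb window and 1000000 reads, asks for 1 H3K4me3 read fewer in each sample. For H3K27me3 it asks for more reads in each sample.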

We then set the threshold of significant enrichment within a 500-bp window in this data set to be 11 read counts.

### Analysis of the RNA Pol II stalling index

To analyze the RNA Pol II stalling index, we modified a method that was adapted from published work [39,66]. Basically, the stalling index reflects differential Pol II binding at the promoter region versus the gene body region. Therefore, we defined the -250 to +250-bp region around the TSS as the promoter region (with respect to the TSS), and the +500 to +1,000-bp region (with respect to the TSS) as the gene body region. To calculate the stalling index, we first counted the total Pol II reads at the promoter region and at the gene body region. A stalling index was defined as the ratio of total reads in the promoter region divided by the total reads in the gene body region. Based on the stalling index, we classified genes into active, stalled or no Pol II categories based on the following criteria: active Pol II genes, stalling index ≤ 3 and significant Pol II enrichment (*P *< 0.05); stalled Pol II genes, stalling index ≥ 5 and significant Pol II enrichment (*P *< 0.05); no Pol II genes, no significant Pol II enrichment (*P *> 0.05).

### Scatter plot analysis

The scatter plots delineate comparisons of different chromatin modifications in *bam*. All plots were generated in the R programming environment (R version 2.5.0 [64]). Transformation to the log value was used to compare chromatin modifications with RPKM values.

### Box plot analysis

The distribution of gene expression level was analyzed using box plots in the R programming environment (R version 2.5.0 [64]). The box represents the 25th and 75th percentiles, with the 50th percentile as a black bar. The whiskers refer to outliers that are at least 1.5× the interquartile range from the box. The y-axis represents the RPKM value.

### Identification of Pol II or modified histone-enriched regions using SICER

To identify the significantly enriched regions, we used SICER software [52] with the following parameters: window size = 200 bp, gap size = 0 bp and E-value = 100 for Pol II and H3K4me3; window size = 400 bp, gap size = 0 bp and E-value = 100 for H3K27me3 and H3K36me3. The reason we do not allow any gap is due to the density of genes in the *Drosophila *genome.

### Sequencing depth analysis

To analyze the sequencing depth of ChIP-seq, we first shuffled the reads and their corresponding genomic loci, then extracted subsamples (2.5%, 5%, 7.5%, and so on until 100% of the total unique reads), and then identified the enriched regions in each subsample using SICER software as described previously. 

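An analysis with an E-value that rose with the share of the reads to 120, as the paper describes, was added after the results at an E-value of 100 had been seen. With 75% of the reads, the number of islands was 99.0% of that with all reads for H3K4me3 in *bam* testis, 78.2% for H3K27me3, 98.6% for H3K36me3 and 87.7% for Pol II. In S2 cells these values were 104%, 92.5%, 98.9% and 90.9%. With 25% of the reads, they ranged from 33.4% (H3K27me3) to 59.1% (H3K4me3) in *bam* testis and from 40.5% (H3K27me3) to 104% (H3K36me3) in S2 cells. Here too the lowest count of a window in an island moved in steps with depth.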

The E-value was increased from the first subsample (E-value = 3) to the last subsample (E-value = 120) by an increment of 3. We then plotted the correlation between subsamples and the enriched Pol II or modified histones in the corresponding regions, as shown in Additional file 2.

### Gene Ontology assay

The gene function ontology analyses were performed using the DAVID 2008 informatics tools [67], based on the Gene Ontology Consortium [68]. All Ensembl annotated genes were used as a background comparison. Two particular Gene Ontology annotations (molecular function and biological process) were analyzed with a cutoff P value of < 0.01.

## Abbreviations

*bam*: *bag-of-marbles*; *bgcn*: *benign gonial cell neoplasm*; ChIP: chromatin immunoprecipitation; ChIP-seq: chromatin immunoprecipitation followed by high-throughput sequencing; dsDNA: double-stranded DNA; ESC: embryonic stem cell; *E(z)*: *Enhancer of Zeste*; GSC: germline stem cell; PBS: phosphate-buffered saline; PcG: Polycomb group; PMSF: phenylmethanesulfonyl fluoride; Pol II: RNA Polymerase II; RPKM: sequencing reads per kilobase of exon per million mapped reads; *sa*: *spermatocyte arrest*; TrxG: Trithorax group; TSS: transcriptional start site.

## Authors' contributions

QG, SE, GW, KC and XC performed the experiments; QG and DS analyzed the data; QG, DS, KZ and XC wrote the paper.

## Supplementary Material

Additional file 1 Summary of unique and non-redundant reads in each sample. Click here for file

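With 1 copy of each read in place of at most 3, the libraries of *bam* testis held 1331019 reads for H3K4me3, 3103715 for H3K27me3, 1359515 for H3K36me3 and 1286891 for Pol II. The S2 libraries held 957392, 2370867, 2454785 and 1732350 reads, respectively. The totals with at most 3 copies were the closer ones to the totals of Additional file 1 in all 8 libraries.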

Additional file 2 **Sequencing depth of ChIP-seq using various antibodies in both *bam *testis and S2 cell samples**. Sequencing depth is analyzed by calculating the enriched regions for each subsample of the corresponding ChIP-seq experiment. The blue line represents the trend line. The x-axis of the plot indicates the percentage of subsample reads compared to the total unique reads, whereas the y-axis indicates the identified islands. Click here for file

Additional file 3 **More examples of the monovalent genes in *bam *testis**. **(a) **Transcription levels of two representative H3K4me3-monovalent genes, *Decondensation factor 31 *(*Df31*) and *Rpd3*, and two representative H3K27me3-monovalent genes, *don juan *(*dj*) and *fuzzy onion *(*fzo*), in *bam *and wild-typetestis, respectively. **(b-e) **UCSC genome browser screenshot showing the active H3K4me3 monovalency at (b) *Df31 *and (c) *Rpd3 *genes, as well as the repressive H3K27me3 monovalency at (d) *dj *and (e) *fzo *genes, respectively. These examples are chosen based on their expression profiles in [21]. Click here for file

Additional file 4 **Validation of bivalent genes using ChIP followed by real-time PCR analyses on five gene loci**. **(a) ***Rpl7A *gene is used as a positive control for the active H3K4me3 enrichment and *don juan *(*dj*) is used as a positive control for the repressive H3K27me3 mark. All five bivalent genes have H3K4me3 and H3K27me3 at levels between the two controls. The y-axis denotes the ChIP-ed DNA/input DNA percentage. Primer pairs used for PCR validation are shown as black boxes in each panel of (b-f). Primer sequence information is in Materials and methods. **(b-f) **UCSC genome browser screenshots showing H3K4me3 and H3K27me3 enrichment at each of the following genes' loci: (b) *bgcn*; (c) *Neurochondrin*; (d) *CG14834*; (e) *NPC2*; and (f) *retn*. Click here for file

Additional file 5 **Bivalent genes in undifferentiated cells in *bam *testis**. In total, 91 bivalent genes were identified in undifferentiated cells in *bam *testis, including 18 differentiation genes (RPKM in *bam *< 0.5, in wild-type ≥ 1), which are highlighted in red. 

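Additional file 5 lists, for the window of each gene, H3K4me3 and H3K27me3 densities in RPM per kb. Multiplied by the length of the window and the paper's read totals, all 91 values of each mark come to whole numbers of reads. The paper's H3K4me3 values start at 10 reads, and 26 of the 91 genes have this number. At the depth of the H3K4me3 library analysed here, 10 or more reads had a Poisson p of 0.0746. Both of the paper's values are past a Poisson p under 0.05 at each library's own depth for 65 of the genes, and past a p under 0.001 for 9.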

Click here for file

Additional file 6 **Determination of the cutoff RPKM value for expressed genes by comparing microarray and RNA-seq data**. The histogram shows the distribution of RPKMs for genes that are unambiguously called 'Present' in all three replicates from the gene expression microarray data. The RPKM values are adjusted by adding a pseudo-count of 1 prior to the logarithm. Threshold RPKM values of 0.5 and 1 are shown as dashed lines in blue and green, respectively. Approximately 99% of genes that are considered unambiguously 'Present' (3P calls) in the microarray data have an RPKM ≥ 1. Therefore, we assigned RPKM ≥ 1 as the cutoff for expressed genes. Conversely, only 0.4% of these genes have an RPKM < 0.5, and we assigned RPKM < 0.5 as the cutoff for absent or silent genes. Click here for file

Additional file 7 **Bivalent genes in *Drosophila *S2 cells**. In total, 27 bivalent genes were identified in *Drosophila *S2 cells. 

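Read numbers can be obtained in the same way from Additional file 7 for the 27 genes of S2 cells. The paper's H3K4me3 values range from 9 to 92 reads, with a median of 25, and its H3K27me3 values from 20 to 94. At the depth of the S2 H3K4me3 library analysed here, 9 or more reads had a Poisson p of 0.0826. Both of the paper's values are past a Poisson p under 0.05 at each library's own depth for 25 of the genes, and past a p under 0.001 for 12. None of the genes is also in Additional file 5.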

Click here for file

Additional file 8 **Most genes enriched with H3K4me3 are actively expressed in *bam *testis**. Scatter plot for H3K4me3 enrichment and RPKM values for all annotated genes. All labels are the same as in Figure 2d, except RPKM = 1 is used as a cutoff for expressed genes. Click here for file

Additional file 9 **Comparison of our ChIP-seq data with published ChIP-chip data. (a) **Flow chart to compare our ChIP-seq data in *bam *testis and S2 cells with published ChIP-chip data in S2 cells [51] and embryos [39]. **(b-d) **Ontology analysis of (b) the 695 genes with stalled Pol II in *bam *testis, (c) the 1,821 genes with stalled Pol II in S2 cells, and (d) the 1,014 genes with promoter-proximal enrichment of Pol II [51]. Click here for file

Additional file 10 **Summary of the ChIP-seq results using *Drosophila *S2 cells**. **(a) **The four groups of genes were classified according to their RPKM value based on the RNA-seq results. The numbers in brackets denote genes used for H3K36me3 (K36) analysis. *See Materials and methods for gene selection criteria. **(b-e) **Antibodies used for ChIP-seq are: (b) anti-RNA Pol II (Pol II); (c) anti-H3K4me3 (K4); (d) anti-H3K36me3 (K36); and (e) anti-H3K27me3 (K27). Enrichment of each histone modification and RNA Pol II is plotted over a -5 to +5-kb region with respect to the TSSs of the genes. Click here for file

Additional file 11 **Most genes enriched with H3K4me3 are actively expressed in S2 cells**. Scatter plot of H3K4me3 enrichment and RPKM values for all annotated genes. All labels are the same as in Figure 2d, except RPKM = 1 was used as a cutoff for expressed genes. Click here for file

Additional file 12 Immunostaining of the *bam *testis with antibodies against the germ cell marker Vasa and the somatic marker Traffic jam (Tj). Click here for file

Additional file 13 **Determination of the fragment size for ChIP-seq analysis, based on the distance between the 5' and 3' sequencing read peaks**. All expressed genes (RPKM ≥ 1) were used for the modification level plots over a -2 to +2-kb window with respect to the TSS. **(a-e) **Antibodies used for ChIP-seq in *bam *testis were: (a) anti-RNA Pol II; (b) anti-H3K4me3; (c) anti-H3K36me3; (d) anti-H3K27me3; and (e) anti-H3. Click here for file

Additional file 14 **Cartoons showing overlapping transcripts from different genes that were retained for data analysis**. The transcripts labeled by blue letters were retained for data analysis, in each situation shown for overlapping genes. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

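The processed ChIP-seq files of *bam* testis (H3K4me3, H3K27me3, H3K36me3 and Pol II) and of S2 cells (the same 4 targets), and the RNA-seq file of S2 cells, were used, 9 libraries with 1 library per sample and target. The authors aligned the ChIP-seq reads to dm3 with ELAND, allowing up to 2 mismatches, and retained uniquely mapped reads. Each line of their files gives the position, strand and mismatch class of 1 read, so a read count is the number of reads in a region. Identical reads had not been limited in the deposited files, and at most 3 copies were kept, as the paper's methods describe. The totals per library were between 1250028 and 3729366 reads for ChIP-seq and 7289715 for RNA-seq. The RNA-seq file of the authors also holds an alignment score for each read, which was not used; the positions of its 36-bp reads were counted.

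ChIP-seq reads were shifted by 80 bp toward the fragment centre. The arms 2L, 2R, 3L, 3R, 4 and X, 120 Mb in all, were tiled in 500-bp windows from position 1 of each arm. Windows with 14 or more reads per kb per 1000000 reads (RPM per kb) were called enriched, the lowest count with a Poisson p under 0.05 in a 1-kb window with 1000000 reads on 120 Mb, as in the paper's Figure 2d. Islands followed the SICER method with the paper's settings: windows of 200 bp for H3K4me3 and Pol II and of 400 bp for H3K27me3 and H3K36me3, no gap and an E-value of 100. A window entered an island at a Poisson p under 0.2, and the minimum score of an island was set from 20 random genomes. The SICER program itself was not run. Window calls, islands and the fragment length measure were tested on simulated data, in which all 20 planted regions with both marks were found. Of the islands called there, 68 of 188 for H3K4me3 and 81 of 181 for H3K27me3 lay outside the planted regions, where an E-value of 100 allows about 100. The planted regions were far past the threshold, so weaker regions were not tested. The simulated fragments had no background and could keep both ends, so shallow maxima were not tested either.

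Shares are given with 95% Wilson intervals and densities with exact Poisson intervals, which cover counting error only. With no replicates, no test between samples was made. Observed shares are described beside 200 random circular shifts of the regions along the arms. RNA-seq reads were counted over a region and 500 bp on either side, and a density of 1 or more RPM per kb counted as reads being present.

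The regions named in the text were set by a rule written before the files were read, except for windows looked up at the stricter threshold. The rule took the regions whose coordinates the paper gives. In each sample it also took the 5 runs of windows with both marks in which the smaller of both densities was largest. The windows with both marks in both samples at a Poisson p under 0.001 were looked up after their number was seen. The alternatives tried were no shift of the reads, 1 copy of each read, thresholds at a Poisson p under 0.05 and under 0.001 at each library's own depth, thinning to the shallowest library, an E-value of 1, gaps of 1 window, overlap of at least 50% of an island, all sequences of the build, and a minimum RNA-seq density of 0.5.

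Results per gene were not computed, because no gene annotation of dm3 was used here. These include enriched and bivalent genes, stalled Pol II and expression in RPKM. RNA-seq of *bam* and wild-type testis, the H3 library, the microarrays and the real-time PCR were not analysed here. The analysis used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.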

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

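The test in windows with reads of *bam* testis was chosen only after the densities on XHet had been seen; the other tests in this part were set before their results.

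XHet, a sequence of 203112 bp that the paper does not report on, held more S2 reads per kb than the other heterochromatic sequences of dm3. It stood out as a signal outside the regions the paper discusses, and there is no control library to set beside it. In S2 cells, its density was 8.08 RPM per kb for H3K4me3, 16.1 for H3K27me3, 9.43 for H3K36me3, 28.5 for Pol II and 14.8 for RNA-seq. For Pol II, the densities on 2LHet, 2RHet, 3LHet and 3RHet were between 2.10 and 2.75, and for RNA-seq between 0.383 and 0.486. In *bam* testis, XHet held between 2.32 and 3.40 RPM per kb in the 4 ChIP-seq libraries, near the other heterochromatic sequences.

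A few windows with very many reads are argued against as the whole cause. Without the 1% of 100-bp windows with the most reads, H3K36me3 density on XHet was 7.21, against between 2.05 and 3.14 on 2LHet, 2RHet, 3LHet and 3RHet. A candidate explanation is that reads of other sequence, left out of the reference used for S2 cells, were placed on XHet as unique reads. In that case they would lie where *bam* testis reads were not retained as unique. Of the S2 ChIP-seq reads on XHet, 50.9% lay in 100-bp windows without any *bam* testis read (50.4 to 51.5), against 9.93% on the other 4 sequences (9.81 to 10.0), so this explanation stays open for these windows. The S2 files also hold no reads on U, whereas the *bam* testis libraries have between 30151 and 78982 there. Sequence left out of the reference leaves part of the pattern unexplained. In the 58 windows of XHet with 10 or more *bam* testis reads, S2 Pol II density was 57.0, against at most 17.4 in such windows of the other 4 sequences. For H3K4me3, the density in such windows was 24.4 on XHet, below the 26.6 on 2LHet. A difference in copy number or chromatin between the cell line and the testis was not tested and also stays open.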

How the results depend on the processing

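Alternatives with reads of at most 1 mismatch or of 1 length, the rising E-value, and the shares of H3K4me3 islands and of regions with both marks that have RNA-seq reads were chosen only after the data had been seen; all other alternatives were set before the data were examined. The cause of each change below was not tested, except where a stricter setting calls fewer regions by its construction.

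The number of windows with both marks stayed larger in *bam* testis than in S2 cells under all alternatives run for both, of which all sequences of the build again includes U in *bam* testis only. The ratio of the numbers ranged widely and was lowest, at 1.74, with a Poisson p under 0.001. Without a shift, with 1 copy of each read, with a Poisson p under 0.05 at each library's own depth, with all sequences of the build, with at most 1 mismatch or with H3K27me3 reads of 1 length, it was between 1062 and 1937 in *bam* testis. For S2 cells it was between 130 and 194 under those of these alternatives that apply to both samples. With a Poisson p under 0.001 at each library's own depth, 87 windows of *bam* testis and 50 of S2 cells carried both marks, and 3 did so in both: 4 1288501 to 1289000, X 12001 to 12500 and X 20252001 to 20252500. These 3 were looked up after the number was seen. With all libraries thinned to the shallowest, 2237 windows of *bam* testis carried both marks. The threshold then asked for fewer H3K27me3 reads, with a larger counting error.

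The share of H3K4me3 islands that overlap an H3K27me3 island was higher in *bam* testis than in S2 cells under every alternative run, although all sequences of the build include U in *bam* testis and not in S2 cells, so that this alternative compares different sequences. Shifts were computed for the reported setting only. In *bam* testis, it was 2.73% with 1 copy of each read, 1.75% after thinning, 1.15% at an E-value of 1, 6.29% with gaps of 1 window, 2.54% when at least 50% of the island had to overlap, 6.75% with all sequences of the build and 3.11% with at most 1 mismatch. In S2 cells, it was 0.606% after thinning, 0.575% at an E-value of 1, 1.37% with gaps and 1.28% with all sequences.

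Pol II islands of S2 cells had RNA-seq reads in 84.9% with 1 copy of each read, 82.0% at an E-value of 1 and 83.6% with a minimum density of 0.5. For H3K4me3 islands these shares were 97.3%, 97.3% and 98.5%. The alternative with 1 copy also limited the RNA-seq reads, so a density of 1 then asked for fewer of them. The share of regions with both marks stayed within its interval, and the E-value and gap do not enter it.

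The length of islands recovered from part of the reads rose with 75% of the reads, to 76.1% (H3K4me3), 82.2% (H3K27me3), 84.5% (H3K36me3) and 63.8% (Pol II) in *bam* testis and to 90.0%, 82.5%, 96.8% and 83.6% in S2 cells. At an E-value of 1 and 50% of the reads, it was 58.9% for H3K27me3, 71.1% for H3K36me3 and 45.5% for Pol II in *bam* testis, and 62.6% for H3K27me3 and 89.5% for H3K36me3 in S2 cells. With 50% of the reads, the Pol II islands of *bam* testis recovered the smallest share of their length among the libraries. The lowest count of a window in an island moved in whole steps with depth, so such shares do not measure depth alone.

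All results per gene set before the data were examined, with their alternatives, were not run, because no gene annotation of dm3 was used here.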

Differences from the paper's values

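No test of a cause was run for the differences in this part.

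The paper gives a fragment size of 160 bp. The distance with the most read pairs on opposite strands, over all reads on the arms, was 80 bp for H3K4me3, 68 bp for H3K36me3 and 76 bp for Pol II in *bam* testis and 79 bp for Pol II in S2 cells, against the paper's 160. The paper measured the distance between the peaks of both strands around the start sites of expressed genes, and this measure was not computed. None of the alternatives set before the data were examined recomputed the fragment length.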

Other observations

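The tests of stricter windows in *bam* testis, of S2 reads with mismatches, of copies and chance islands among Pol II islands without RNA-seq reads, of windows on X, of chromosome 4, of the numbers of genes, and of the named regions of both samples were chosen only after the result was seen, and so were the limits by which the split of the reads, the uneven background, extra copies of the sequence in windows with both marks, repeated copies of Pol II reads and the overlap with *bam* testis Pol II islands were judged.

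Random background was tested for the windows with both marks by splitting the reads of 1 mark at random, choosing windows with one part and counting the other part. For H3K4me3 in *bam* testis, the chosen windows held 1.30 times the reads of all windows enriched in H3K27me3 (1.26 to 1.35). Random background therefore cannot be the sole cause, although the value is closer to the 1 that background gives than to the 18.6 of S2 cells. In windows not enriched in H3K27me3, the ratio for H3K4me3 was 2.37 in *bam* testis and 9.26 in S2 cells. The *bam* testis library thus gave the lower ratio there too. Evenly spread H3K4me3 reads would bring 668 windows past the threshold, against the 1474 observed. Windows chosen at a Poisson p under 0.001 held 4.53 times the reads (3.71 to 5.40). H3K36me3 (3.62 times, 2.94 to 4.33) and Pol II (3.67 times) were raised in them too, and H3K27me3 less so (1.33 times). The stricter choice therefore does not set H3K4me3 clearly apart from H3K36me3 and Pol II. For H3K27me3, the ratio was 2.73 in *bam* testis and 18.3 in S2 cells, both against random background. An uneven background shared by the libraries stays open for *bam* testis: in the windows chosen with H3K4me3 reads, H3K36me3 was raised 1.28 times (1.24 to 1.33) and Pol II 1.26 times, about as much as H3K4me3, but H3K27me3 only 1.02 times. Sites of H3K4me3 at genes may also carry Pol II and H3K36me3, so real marks, in the same cells or in different cells of the testis, stay open as well. That cell mixture, which the paper proposes, was not tested.

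Several technical explanations of the windows with both marks were tested. The difference in number between *bam* testis and S2 cells was not removed by an equal total number of reads, where the ratio was 14.8. A Poisson p under 0.001 lowered the ratio to 1.74. Equal totals leave the background unequal. With all reads, 25.7% of the H3K4me3 reads of *bam* testis and 80.9% of those of S2 cells lay inside islands. Of the windows with both marks by the 25-bp H3K27me3 reads, 56.1% were also enriched with the 29-bp reads, near the 60.5% of windows with H3K27me3 alone. Of those by the 29-bp reads, 49.3% were also enriched with the 25-bp reads (47.0 to 51.5), against 53.1%. Neither read length therefore produced all of them by itself. Reads with 2 mismatches made up 15.7% of the H3K4me3 reads in *bam* testis windows with both marks and 15.6% in windows with H3K4me3 alone, and 64.8% of the windows kept both marks without such reads, which argues against misplaced reads as the cause of most of them. In S2 cells, such reads made up 17.9% (16.6 to 19.2) in windows with both marks and 15.2% (15.1 to 15.3) in windows with H3K4me3 alone, while 81.8% of the windows kept both marks without them, so misplaced reads stay open for part of the S2 windows. Extra copies of the sequence would raise all 4 libraries. In *bam* testis, Pol II and H3K36me3 were past the threshold too in 6.24% of these windows (5.12 to 7.59). This was below the 22.1% of windows with H3K4me3 alone. In S2 cells the share was 32.8% (25.5 to 41.1). It was near the 31.9% of the windows with H3K4me3 alone, where active sites carry Pol II and H3K36me3 as well. In the S2 windows past the threshold in all 4 libraries, extra copies therefore cannot be told apart from marks of active sites and stay open. A small gain in copies need not bring every library past its threshold. The median window held 4 H3K36me3 reads in *bam* testis, where 12 were needed, and 2 in S2 cells, where 22 were needed. These shares therefore argue only against large gains in copies as the cause of most windows, and smaller gains stay open in both samples. A difference between the testis and the cell line stays open, as 1 library per antibody cannot separate it from a difference between libraries.

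For the *bam* testis regions 2R 995001 to 997500, X 8188001 to 8190000 and X 11501 to 12500, extra copies in the flies studied are a candidate explanation, because all 4 libraries held at least 3.53 times the density of the 5 kb on either side in the first and second of them and at least 5.32 times in the last. It is one for 2R 993001 to 994500 as well, where all 4 libraries held at least 4.31 times the density of the 5 kb on either side once 2R 995001 to 997500 was left out of it. At X 8188001 to 8190000, the S2 ChIP-seq densities were between 0 and 0.360 RPM per kb. Extra copies are also a candidate explanation for the S2 regions 2R 2236001 to 2236500, 2R 2186501 to 2187500, X 21785001 to 21785500 and X 20252001 to 20252500, where all 4 libraries held at least 3.16 times the density of the 5 kb on either side. For the other named regions with both marks, the smallest ratio was 1.24 at 3L 22781001 to 22781500 in *bam* testis, and 0.267 at 2L 18665001 to 18666000 in S2 cells. No biological explanation of these regions was tested.

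The paper's numbers of genes with both marks were set beside the share of H3K27me3-enriched windows that were past the H3K4me3 threshold. Applied to the paper's 1631 H3K27me3-enriched genes of *bam* testis, the share of 4.90% gives 79.9 genes, against the paper's 91 (73.3 to 112 by counting error). The paper's genes thus carried both marks about as often as H3K27me3-enriched windows anywhere. Applied to the paper's 2095 genes of S2 cells, the share there gives 6.00 genes, against the paper's 27 (17.8 to 39.3), so the genes carried both marks more often than such windows. Promoters differ from other windows, and this difference was not tested. Real sites with both marks count toward the share of windows as well, so it is not a rate of background and does not show that the genes are background. By real-time PCR after separate ChIP, the paper reports both marks at several of its *bam* testis genes.

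Pol II islands of S2 cells without RNA-seq reads numbered 2410. Extra copies of reads may account for part of them. With 1 copy of each Pol II read and the RNA-seq reads unchanged, 70.5% of these islands overlapped an island (68.7 to 72.3), against between 82.8% and 85.1% in 5 random draws of as many Pol II reads, and 710 overlapped none. For islands with RNA-seq reads, the share was 93.9% with 1 copy and between 92.0% and 92.4% in the draws. Repeated copies made up 17.1% of the Pol II reads in islands without RNA-seq reads and 16.3% in those with them, but reads pooled in this way follow the islands with the most reads, so this comparison decides nothing. Extra copies of the sequence were judged by the histone libraries. Of these islands, 0.539% were past the threshold in all 3 histone libraries (0.316 to 0.921), and 83.0% overlapped no histone island. This argues against large gains in copies as the cause of most of them. Smaller gains stay open, because the median S2 window held 1 H3K4me3 read where 9 were needed. The share past all 3 thresholds was higher than the 0.133% of islands with RNA-seq reads (0.0742 to 0.238), so large gains stay open for these few islands. Chance islands are argued against as the whole cause, since 1385 islands without RNA-seq reads were called at an E-value of 1. A background shared with *bam* testis is argued against as the whole cause: 24.9% of them overlapped a *bam* testis Pol II island, between the 9.61% after random shifts and the 57.0% of islands with RNA-seq reads, so it may contribute to some of them. Transcripts without poly(A), Pol II at unexpressed sites and RNA-seq reads across splice junctions were not tested.

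RNA-seq density of S2 cells on X was 0.865 times that on the autosomal arms, whereas the ratio was between 0.504 and 0.721 in the 4 ChIP-seq libraries. A few windows with very many reads are argued against, as the share of windows with RNA-seq reads on X was 1.05 times that on the autosomal arms. A higher output per copy of X in these cells is a hypothesis that was not tested.

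H3K36me3 density on chromosome 4 was 2.11 times that of the other autosomal arms in *bam* testis and 2.87 times in S2 cells. Extra copies of the chromosome are argued against as the sole cause, because H3K27me3 density was at most 0.749 times that of the other arms. In S2 cells, the ratio was 0.927 for H3K4me3 and 0.963 for RNA-seq. It was raised for Pol II, at 1.34 in *bam* testis and 1.30 in S2 cells, and for H3K4me3 in *bam* testis, at 1.66. Extra copies therefore stay open as part of the cause. The raised H3K36me3 density was found in both samples, and no biological explanation was tested. H3K4me3 was past the threshold in 37.4% of the windows of chromosome 4 in *bam* testis and in 8.67% in S2 cells.

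On YHet, S2 density was between 0.341 and 0.732 RPM per kb in the ChIP-seq libraries, and *bam* testis density was between 1.32 and 2.08. The explanation of this difference was not tested. In the paper's lists of genes with both marks, the paper's RPKM is 1 or more for 51 of the 91 genes of *bam* testis (56.0%) and for 25 of the 27 genes of S2 cells (92.6%), against the 61.3% of S2 regions with both marks that had RNA-seq reads.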
